# Macrophage deficiency of miR‐21 promotes apoptosis, plaque necrosis, and vascular inflammation during atherogenesis

**DOI:** 10.15252/emmm.201607492

**Published:** 2017-07-03

**Authors:** Alberto Canfrán‐Duque, Noemi Rotllan, Xinbo Zhang, Marta Fernández‐Fuertes, Cristina Ramírez‐Hidalgo, Elisa Araldi, Lidia Daimiel, Rebeca Busto, Carlos Fernández‐Hernando, Yajaira Suárez

**Keywords:** apoptosis, atherosclerosis, macrophage polarization, miRNA, Immunology, Vascular Biology & Angiogenesis

## Abstract

Atherosclerosis, the major cause of cardiovascular disease, is a chronic inflammatory disease characterized by the accumulation of lipids and inflammatory cells in the artery wall. Aberrant expression of microRNAs has been implicated in the pathophysiological processes underlying the progression of atherosclerosis. Here, we define the contribution of miR‐21 in hematopoietic cells during atherogenesis. Interestingly, we found that miR‐21 is the most abundant miRNA in macrophages and its absence results in accelerated atherosclerosis, plaque necrosis, and vascular inflammation. miR‐21 expression influences foam cell formation, sensitivity to ER‐stress‐induced apoptosis, and phagocytic clearance capacity. Mechanistically, we discovered that the absence of miR‐21 in macrophages increases the expression of the miR‐21 target gene, MKK3, promoting the induction of p38‐CHOP and JNK signaling. Both pathways enhance macrophage apoptosis and promote the post‐translational degradation of ABCG1, a transporter that regulates cholesterol efflux in macrophages. Altogether, these findings reveal a major role for hematopoietic miR‐21 in atherogenesis.

## Introduction

microRNAs (miRNAs) are an established class of well‐conserved, short non‐coding RNAs, known to play major roles in most, if not all, biological processes by influencing the stability and translation of mRNAs (Ambros, 2004; Bartel, 2004; Filipowicz *et al*, 2008). The relevance of miRNAs in vascular physiology, lipid metabolism and inflammation, and their implication in vascular and metabolic diseases has been extensively studied (Urbich *et al*, 2008; Araldi *et al*, 2012; Canfran‐Duque *et al*, 2014; Rotllan *et al*, 2016). Considerable experimental evidence indicates that cellular and molecular processes related to the development of cardiovascular diseases (CVD), including changes in the function of endothelial cells (ECs), vascular smooth muscle cells (VSMCs), and macrophages/foam cells, are affected by a plethora of miRNAs.

Among these studies, several reports have demonstrated a key role for miR‐21 in resolving inflammation and negatively regulating pro‐inflammatory responses, including many of the same stimuli that trigger miR‐21 induction itself (Sheedy *et al*, 2010; Sheedy, 2015). These include lipopolysaccharide (LPS) and tumor necrosis factor‐α (TNF‐α), which initiate the inflammatory circuit and prime the cells of the immune system for action. This was linked to the regulation of a proposed negative regulator of interleukin‐10 (IL‐10) production, programmed cell death 4 (PDCD4), loss of which was shown to protect from LPS‐induced lethality (Sheedy *et al*, 2010). Increased miR‐21 expression is linked with conditions involving altered immune response including psoriasis, chronic bacterial inflammation, and asthma (Lu *et al*, 2009; Sheedy *et al*, 2010; Guinea‐Viniegra *et al*, 2014). These findings suggest that miR‐21 dysregulation may contribute to the pathogenesis of these diseases by promoting an anti‐inflammatory, immunosuppressive environment. Interestingly, TNF‐α has been associated with cell death, and the more recently described “necroptosis” observed in inflammatory macrophages. Therefore, negative regulation of TNF‐α levels by miR‐21 may dampen excessive inflammation (Sheedy *et al*, 2010; Sheedy, 2015). Notably, reciprocal regulation of TNF‐α and miR‐21 may be an autoregulatory loop. Indeed, in macrophages, TNF‐α can promote miR‐21 biogenesis as well as the turnover of PDCD4 (Sheedy *et al*, 2010; Das *et al*, 2014; Sheedy, 2015). Moreover, miR‐21 expression has been associated with a “M2‐like phenotype”, characterized by elevated IL‐10 protein levels and increased arginase 1 (Arg1) expression in macrophages (Caescu *et al*, 2015). Interestingly, these alternatively activated macrophages have been associated with atherosclerotic plaque regression in mice, suggesting that pathways that promote this activation have the capability to influence atherogenesis and plaque fate (Feig *et al*, 2011a,b; Moore & Tabas, 2011; Moore *et al*, 2013).

In addition to its role in regulating inflammatory responses, a number of reports have indicated that miR‐21 regulates important functions of ECs and VSMCs (Liu *et al*, 2011; Zhou *et al*, 2011; Maegdefessel *et al*, 2012). miR‐21 targets peroxisome proliferator‐activated receptor‐α (PPARα) in a regulatory loop that modulates flow‐induced endothelial inflammation. Oscillatory shear stress induces the expression of miR‐21 at the transcriptional level in ECs leading to a repression of PPARα expression (Zhou *et al*, 2011). Decreased expression of PPARα reduces the inhibitory effects of PPARα on activator protein 1 (AP‐1) activation and, hence, promotes the expression of adhesion molecules and chemoattractant chemokines, including vascular cell adhesion molecule‐1 (VCAM‐1) and monocyte chemoattractant protein‐1 (MCP‐1), respectively (Zhou *et al*, 2011). In addition to regulating EC inflammation, a number of reports have shown that miR‐21 also regulates angiogenesis, EC survival, and nitric oxide (NO) production (Liu *et al*, 2011). Most of these effects are attributed to the miR‐21‐mediated downregulation of phosphatase and tensin homolog (PTEN) expression, a phosphatase that negatively regulates protein kinase B (PKB, aka Akt) Akt/PKB signaling pathway. The enhanced activity of Akt observed in ECs overexpressing miR‐21 results in augmented phosphorylation and activity of the endothelial nitric oxide synthase (eNOS) and increased EC survival and proliferation (Liu *et al*, 2011). Together, these findings strongly suggest that miR‐21 expression might influence the progression of atherosclerosis by regulating EC inflammation, NO production, proliferation, and apoptosis.

The role of miR‐21 in vascular remodeling and VSMC functions has been very well established (Ji *et al*, 2007; Davis‐Dusenbery *et al*, 2011). Following vascular injury induced by ligation of the carotid artery or balloon angioplasty, as well as in human atherosclerotic lesions, the expression of miR‐21 is increased (Ji *et al*, 2007; Cheng & Zhang, 2010). miR‐21 expression regulates bone morphogenic proteins (BMPs) via suppression of programmed cell death 4 (PDCD4; Kang *et al*, 2012). Interestingly, transforming growth factor‐β (TGFβ) and BMPs increase the expression of miR‐21 in VSMCs at the post‐transcriptional level by recruitment of mothers against decapentaplegic homolog (SMAD) signal transducers to the microprocessor complex, which processes the primary transcript of miR‐21 (Davis *et al*, 2008). miR‐21 expression in VSMCs has been associated with cell apoptosis and proliferation, and appears to be necessary for VSMC‐specific gene expression (Cheng & Zhang, 2010; Albinsson & Sessa, 2011). Therefore, miR‐21 might influence phenotypic changes in VSMCs from the quiescent “contractile” phenotypic state to the active “synthetic” state that can migrate and proliferate from the media to the intima during the progression of atherosclerosis (Wei *et al*, 2013).

Cumulatively, these findings demonstrate that miR‐21 can regulate numerous processes involved in proper cell function, survival, and proliferation. While it has also been linked to key processes involved in inflammation, its presence is not exclusively characteristic of a pro‐inflammatory or an immunosuppressive state. Instead, it functions as a key signal mediating the balance and transition between both states (Sheedy *et al*, 2010). Therefore, miR‐21 induction plays an essential role in regulating the inflammatory switch. Despite these observations indicating the important role of miR‐21 in regulating macrophage activation and function, the contribution of miR‐21 in macrophages during the progression of atherosclerosis remains unknown.

In the current study, we define for the first time how miR‐21 in hematopoietic cells impacts the progression of atherosclerosis. We show that the absence of miR‐21 in hematopoietic cells accelerates the progression of atherosclerosis. Moreover, we observe that low‐density lipoprotein receptor‐deficient (*Ldlr* ^−/−^) mice transplanted with *miR‐21* ^−/−^ bone marrow (BM) develop lesions characterized by a combination of large necrotic areas, fibrous cap thinning, and massive apoptosis. Mechanistically, we demonstrate that lack of miR‐21 in macrophages increases the expression of mitogen‐activated protein kinase kinase 3 (MKK3), a direct target of miR‐21 (Li *et al*, 2016). This in turn leads to activation of the p38 MAP Kinase‐C/EBP homologous protein (p38‐CHOP) and c‐Jun N‐terminal kinase (JNK) signaling pathways, triggering apoptosis in endoplasmic reticulum (ER)‐stressed macrophages. We also find that miR‐21 plays a key role in the process of efferocytosis and the resolution of inflammation. Genetic ablation of miR‐21 in macrophages attenuates clearance of apoptotic cells. Finally, we demonstrate that the absence of miR‐21 reduces expression of the ATP‐binding cassette transporter G1 (ABCG1), thus promoting the development of foam cell formation. These novel results dissect the role of miR‐21 in hematopoietic cells during the progression of atherosclerosis and underscore the significance of miR‐21 in regulating macrophage apoptosis, efferocytosis, and lipid metabolism during atherogenesis.

## Results

### miR‐21 is highly expressed in monocytes/macrophages, and its absence in hematopoietic cells enhances the progression of atherosclerosis

We initially determined the expression of miRNAs expressed in primary bone marrow‐derived macrophages (BMDMs) by RNA sequencing. miR‐21 was highly expressed in BMDMs, accounting for 42% of total raw reads (Fig 1A). 

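Small RNA libraries were prepared from unstimulated BMDMs of WT mice 8 weeks of age. BMDMs are macrophages differentiated in culture from bone marrow progenitors. The values given here come from 2 biological replicates, while the legend of Fig 1A gives n = 3, and a further library was not analysed here. The authors trimmed the reads, mapped them with Bowtie to the mouse stem-loop sequences of miRBase, a catalogue of miRNA hairpins, and deposited the number of reads counted for each mature miRNA without normalization. The table lists 1915 mature miRNA names. The counts summed to 7322969 in replicate 1 and to 8094314 in replicate 2. For each library, the count of a miRNA was divided by the library total and is reported as a percent of all miRNA counts, following the normalization in the paper's methods. Intervals are 95% Wilson intervals, which treat reads as independent and cover counting error only. PCR reads without molecular identifiers are not independent molecules, so the intervals can be too narrow even for that error. The paper's text does not name the miRBase release or the rule for reads that match several stem-loops, and this could move counts between miRNAs with near-identical sequences, such as miR-27a and miR-27b. Of the names with at least 50 counts summed over both libraries, 17 names in 8 groups held exactly the same counts as another name. Counting each group once would lower the total by 0.0545% in replicate 1 and 0.0324% in replicate 2. The sample labels give the libraries as separate biological replicates, and they were averaged as such. As a check for a library deposited under both labels, a chi-square test over the 588 miRNAs with at least 10 counts summed gave a statistic of 291.7 per degree of freedom, where counting error alone would give a value near 1.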

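miR-21a-5p, the mature miRNA from the 5p arm of the miR-21a hairpin, accounted for 26.8% ± 1.60 (SD, n = 2) of all miRNA counts. It held 2048580 counts in replicate 1, a share of 28.0% (95% interval 27.94 to 28.01), and 2081016 counts in replicate 2, a share of 25.7% (95% interval 25.68 to 25.74). miR-21a-5p ranked 1 in both libraries. The miRNA with the next highest share was miR-22-3p, at 17.2% ± 0.620 (SD, n = 2). The count of miR-21a-5p exceeded that of miR-22-3p 1.58-fold in replicate 1 and 1.53-fold in replicate 2, and in each library an exact two-sided binomial test of both counts gave a p too small to be represented by the computation. This test covers counting error within a library and also treats reads as independent. The gap between the mean shares of both miRNAs was larger than the SD of either. The alternative that moved the share of miR-21a-5p most was chosen after seeing the data and left out the 7 miRNAs that ranked above miR-181a-5p but are not named in Fig 1A, and it gave 38.3%. Reads of the other arm were rare, since miR-21a-5p made up 98.9% ± 0.337 (SD, n = 2) of the counts of both arms. The names miR-21b and miR-21c held 41 and 40 counts in replicate 1 and 43 and 40 counts in replicate 2. The gene of the hairpin, Mir21a (ENSMUSG00000065455.1), lies on the minus strand of chromosome 11 of GRCm38 from 86584067 to 86584158. In the GENCODE annotation this position falls within exon 12 of Vmp1, a protein-coding gene on the same strand, in the part of the exon annotated as untranslated region (86583865 to 86585310). The annotated hairpin has 92 bases and reads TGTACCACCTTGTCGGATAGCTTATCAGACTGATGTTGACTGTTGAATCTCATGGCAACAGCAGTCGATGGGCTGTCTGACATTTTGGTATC on the strand of the gene. From the share of miR-21 among the reads, the paper states that miR-21 was highly expressed in BMDMs.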

Previous miRNA profile studies in hematopoietic cells (Lazare *et al*, 2014; Teruel‐Montoya *et al*, 2014) have shown that miR‐21 is highly expressed in the monocytic/macrophage lineage, which is in agreement with our data (Appendix Fig S1). We next measured the expression of miR‐21 in aortic lysates isolated from *Ldlr* ^−/−^ mice fed a Western‐type diet (WD). As expected, levels of miR‐21 and the macrophage marker CD68 were significantly increased in whole aortas of *Ldlr* ^−/−^ mice following 12 weeks of WD feeding (Fig 1B), which is likely due to the accumulation of macrophages during atherogenesis. Although other leukocyte populations have been described to play an important role during atherogenesis (Weber *et al*, 2008), monocytes are the first inflammatory cells to invade atherosclerotic lesions, and thus, macrophages become the main component of atherosclerotic plaques (Galkina & Ley, 2009). Thus, we then sorted different cell types from aortas of *Ldlr* ^−/−^ mice fed a WD for 12 weeks and found that the expression of miR‐21 in the monocyte/macrophage compartment was higher than all other cellular components, including neutrophils, sorted from the plaque (Fig 1C). To further confirm this, we transplanted *Ldlr* ^−/−^ *miR‐21* ^−/−^ mice with WT BM and assessed miR‐21 expression after 12 weeks on WD (Aparicio‐Vergara *et al*, 2012). Notably, *in situ* hybridization analysis of mouse aortic sinus plaques revealed a significant accumulation of miR‐21 in CD68‐positive areas of atherosclerotic plaques (Fig 1D). The specificity of this approach was confirmed by the lack of miR‐21‐positive cells in atherosclerotic plaques derived from *Ldlr* ^−/−^ *miR‐21* ^−/−^ mice transplanted with BM from *miR‐21* ^−/−^ (Fig 1D).

**Figure 1:**
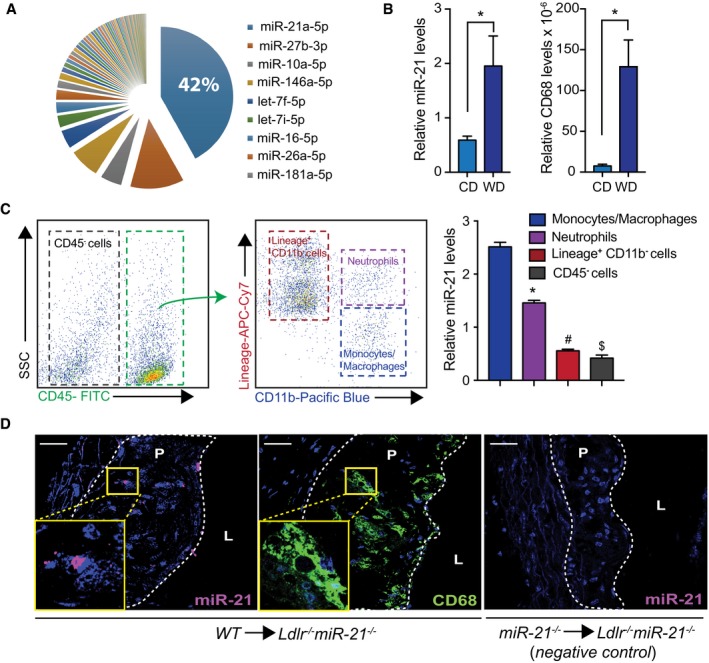
miR‐21 is the most abundantly expressed miRNA in macrophages Pie graph representation of miRNAs in mouse BMDMs; top nine most abundant are indicated. Small RNA‐seq analysis of BMDM cellular miRNA reads. Data are expressed as average reads per million (RpM) which are reads mapped to a miRNA per total mapped reads across samples (*n* = 3).Relative miR‐21 (left) or CD68 macrophage marker (right) expression in whole aorta of *Ldlr* ^−/−^ mice fed a chow diet (CD) or after feeding Western‐type high‐fat diet (WD) for 12 weeks. miR‐21 levels are normalized to U6, and CD68 levels are normalized to 18S rRNA. Data represent the mean ± SEM (*n* = 5 per group; *P =* *0.048 for mR‐21 expression and *P =* *0.01 for CD68 expression). Level of significance was determined using *t*‐test.Left, representative contour plots demonstrate the gating scheme for sorting aortic cells. Monocytes/macrophages (CD11b^+^/lineage^−^), neutrophils (CD11b^+^/lineage^+^), lineage^+^ cells are CD45^+^ cells not including monocytes/macrophages and neutrophils, and CD45^−^ cells are aortic non‐leukocytic cells. Right, relative miR‐21 expression levels normalized to U6 of different cell types sorted from whole aortas of *Ldlr* ^−/−^ mice fed a WD for 12 weeks. Data represent the mean ± SEM (*n* = 3; *^,#,$^ *P *<* *0.0001*,* compared to monocytes/macrophages). Level of significance was determined using one?way ANOVA with Bonferroni's post‐test. Representative *in situ* hybridization of miR‐21 (left) in atherosclerotic plaques isolated from double‐knockout (DKO) *Ldlr* ^−/−^ *miR‐21* ^−/−^ mice transplanted with WT bone marrow (BM) and fed a WD for 12 weeks. Image in the middle is a representative staining for CD68 in a consecutive section to the one used for *in situ* hybridization. The image on the right shows a negative control for detection of miR‐21 in plaque macrophages of DKO mice transplanted with *miR‐21* ^−/−^ BM. P, plaque. L, lumen. Scale bar, 50 μm.

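The 9 miRNAs named in Fig 1A together held 50.4% of the miRNA counts on average over both libraries. After miR-21a-5p came miR-27b-3p with 7.65% ± 0.0124 (SD, n = 2), which ranked 3 by mean share. miR-146a-5p ranked 4 with 4.36% ± 2.27 (SD, n = 2), miR-10a-5p ranked 7 with 3.04% ± 0.365 (SD, n = 2) and let-7f-5p ranked 8 with 2.70% ± 0.216 (SD, n = 2). The order of miR-146a-5p and miR-10a-5p was not resolved by these libraries, because miR-10a-5p was the higher in replicate 1 (3.30% against 2.76%) and miR-146a-5p in replicate 2 (5.96% against 2.78%). In replicate 1 miR-146a-5p ranked 6 among all miRNAs. In replicate 2 let-7f-5p exceeded miR-10a-5p (2.85% against 2.78%). The shares of let-7i-5p (1.71%), miR-16-5p (1.59%), miR-26a-5p (1.45%) and miR-181a-5p (1.05%) placed them at ranks 10, 11, 13 and 16. Of the 9 miRNAs with the highest mean share, 5 are named in Fig 1A. The other 4 were miR-22-3p, miR-142a-5p with 3.31% ± 0.550 (SD, n = 2), miR-30d-5p with 3.16% ± 0.605 (SD, n = 2) and miR-191-5p with 2.26% ± 0.0988 (SD, n = 2). The shares of miR-142a-5p, miR-30d-5p and miR-10a-5p differed by less than their SDs, and their order changed between the libraries. Related sequences such as miR-30d-5p and miR-30e-5p, or let-7f-5p and let-7i-5p, could share reads. This depends on the mismatches the authors allowed and on how they counted reads with several matches. The hairpin of miR-27b lies on the plus strand of chromosome 13 of GRCm38 from 63300712 to 63300784, in an untranslated region of 2010111I01Rik. The hairpin of miR-22 lies on the plus strand of chromosome 11 from 75463716 to 75463810, within annotated exons of Mir22hg and of Tlcd2, both on the same strand. let-7f-5p, miR-16-5p, miR-26a-5p and miR-181a-5p each have 2 annotated hairpin genes, which a count of the mature miRNA does not separate. The reads were concentrated on few miRNAs, and 35 miRNAs held 90% of the counts.

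**Figure D1:**
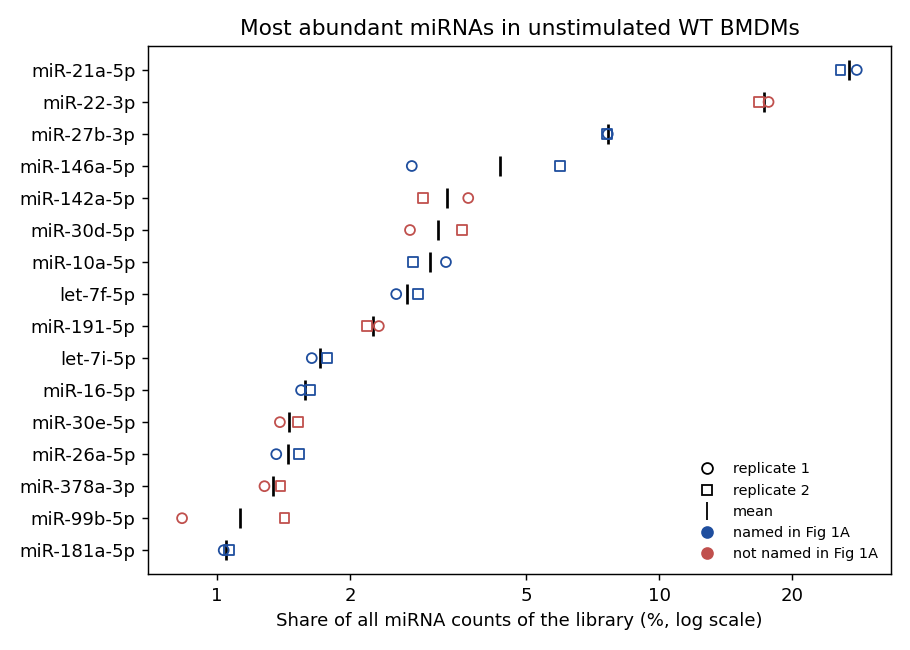
Share of all miRNA counts (percent, logarithmic axis) of the 16 miRNAs with the highest mean share in unstimulated WT BMDMs. Circles are replicate 1, squares are replicate 2, vertical bars are the mean of both, blue marks the miRNAs named in Fig 1A and red the others. miR-21a-5p lies furthest right in both libraries, and miR-146a-5p and miR-99b-5p have the widest spread between the libraries.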

To define the importance of miR‐21 in hematopoietic cells during atherogenesis, we lethally irradiated *Ldlr* ^−/−^ mice and transplanted them with BM isolated from *miR‐21* ^−/−^ or WT donor mice. Importantly, we found that *Ldlr* ^−/−^ mice received miR‐21‐deficient BM developed larger lesions than mice transplanted with WT BM (Fig 2A and B). The accelerated atherosclerosis observed in *Ldlr* ^−/−^ mice transplanted with *miR‐21* ^−/−^ BM was not associated with differences in circulating lipids (Appendix Fig S2A–F).

**Figure 2:**
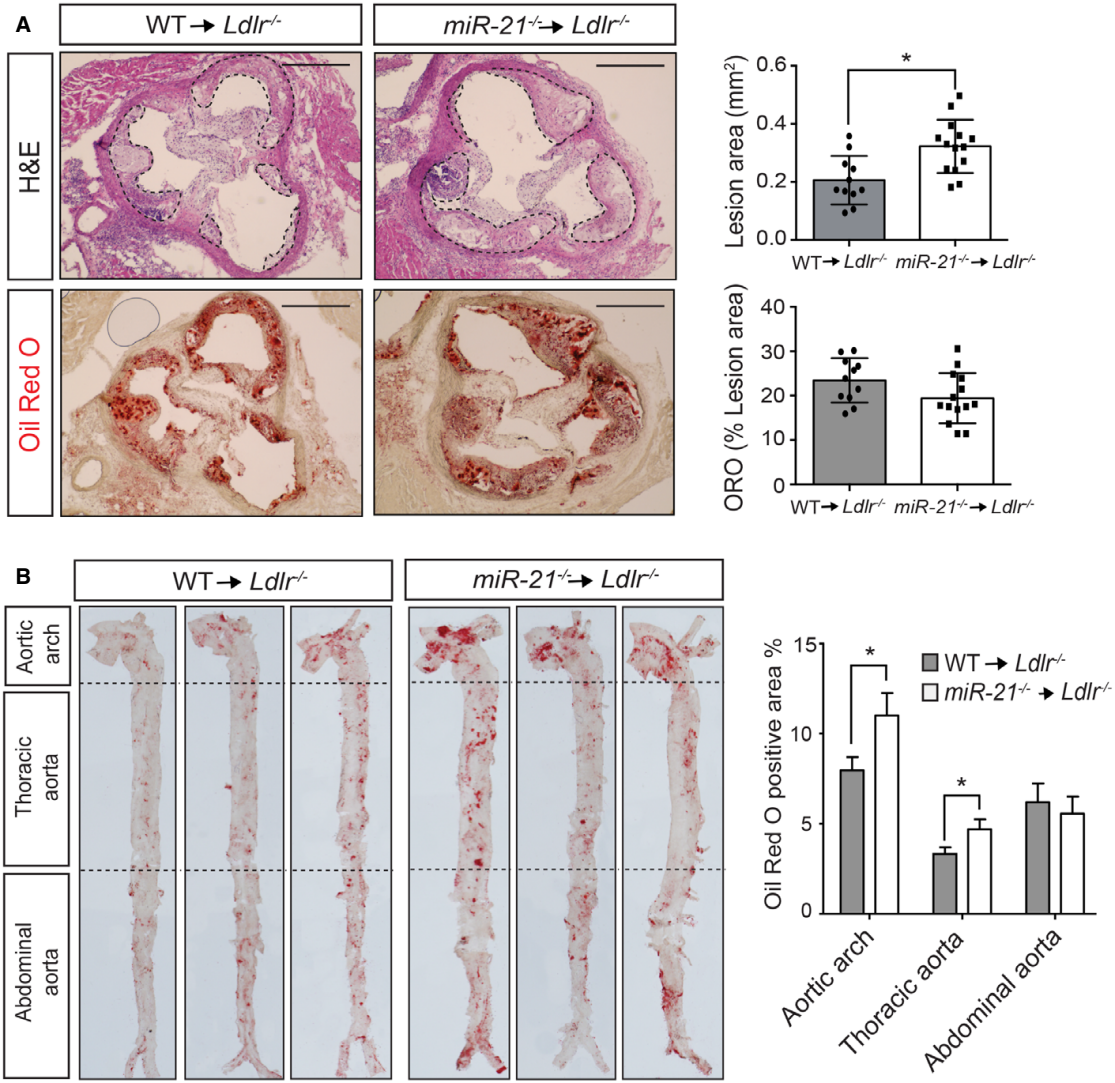
miR‐21 absence in macrophages enhances atherogenesis Representative histological analysis of cross sections of the aortic sinus stained with hematoxylin and eosin (H&E) or Oil Red O (ORO) of *Ldlr* ^−/−^ mice transplanted with WT or *miR‐21* ^−/−^ BM fed for 12 weeks on a WD (left). Right panels are the mean lesion area calculated from H&E or ORO aortic cross sections, respectively. Each dot represents the mean of the quantification of nine sections from an individual animal. Data represent the mean ± SEM (*n* = 11–14 per group; *P =* *0.0051). Scale bars, 400 μm. Level of significance was determined using Mann–Whitney test. Representative ORO staining of three aortas of *Ldlr* ^−/−^ mice transplanted with WT or *miR‐21* ^−/−^ BM fed for 12 weeks on a WD (left). Quantification of the ORO‐positive area is shown in the right panel. Data represent the mean ± SEM (*n* = 9–11 per group; *P =* *0.0465 for the aortic arch and *P =* *0.0310 for the thoracic aorta). Level of significance was determined using one‐way ANOVA with Bonferroni's post‐test.

Next, we determined the effect of miR‐21 deficiency in hematopoietic cells on atherosclerotic plaque morphology. Importantly, we found a significant increase in plaque necrosis in lesions from *Ldlr* ^−/−^ mice transplanted with *miR‐21* ^−/−^ BM (Fig 3A, upper panels). In contrast, fibrous caps were significantly thinner in *Ldlr* ^−/−^ mice transplanted with *miR‐21* ^−/−^ BM (Fig 3A, bottom panels). The increase in plaque necrosis is associated with high rates of macrophage apoptosis. Indeed, we found a significant increase in TUNEL‐positive cells in plaques isolated from animals transplanted with *miR‐21* ^−/−^ BM (Fig 3B). The increased number of apoptotic cells observed in plaques from *Ldlr* ^−/−^ mice transplanted with *miR‐21* ^−/−^ BM correlated with a significant reduction in macrophage content within the lesions (Fig 3C). We also examined whether the reduction in macrophage accumulation was caused by reduced monocyte/macrophage proliferation within atherosclerotic lesions. The results showed similar proliferation rates in both groups of mice, suggesting that the significant reduction in macrophage accumulation in plaques is likely due to the enhanced apoptosis observed in lesions from *Ldlr* ^−/−^ mice reconstituted with *miR‐21* ^−/−^ BM (Appendix Fig S3). Finally, we also analyzed whether the absence of miR‐21 in hematopoietic cells influences collagen deposition in the lesions. Surprisingly, we found that despite significant differences in fibrous cap size, the atherosclerotic plaques in both groups of mice contain similar amounts of collagen (Fig 3D). Taken together, these results demonstrate that the absence of miR‐21 in hematopoietic cells accelerates the progression of atherosclerosis and promotes macrophage apoptosis, resulting in larger necrotic cores and thinner fibrous caps, both key determinants of plaque vulnerability.

**Figure 3:**
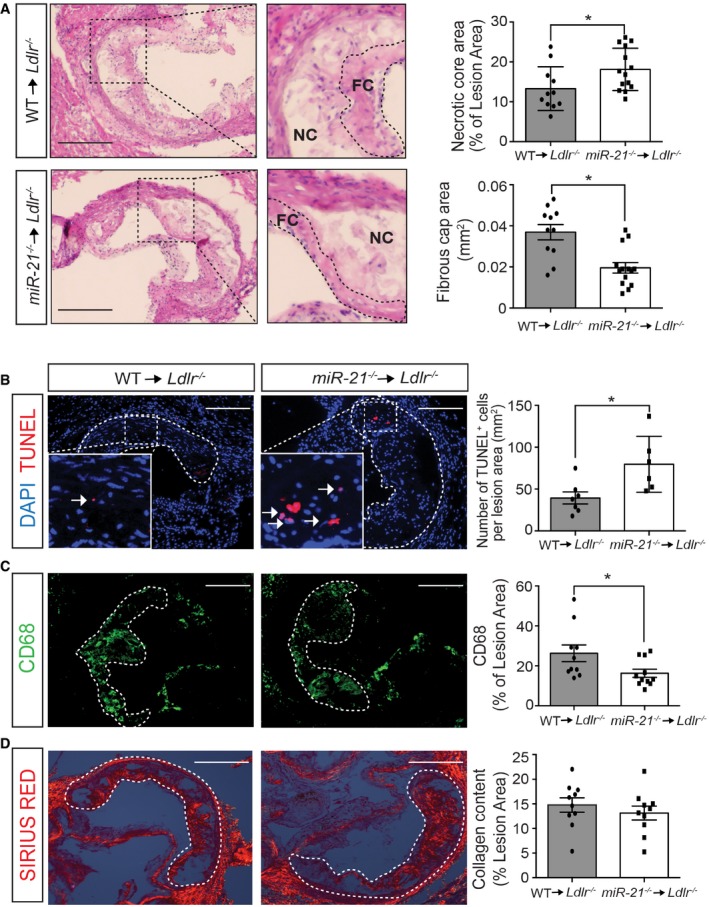
Increased macrophage apoptosis and plaque necrosis in *Ldlr* ^−/−^ mice transplanted with *miR‐21* ^−/−^ BM ARepresentative images of aortic root cross sections stained with hematoxylin and eosin (H&E) from *Ldlr* ^−/−^ mice transplanted with WT or *miR‐21* ^−/−^ BM fed for 12 weeks on WD. Enlarged images shown in the right panels reveal how the necrotic core area was defined for quantification in each section and the area of the fibrous cap that was used to measure the thickness. Dashed lines show the boundary of the developing necrotic core (NC) and fibrous cap (FC), see Materials and Methods section for a detailed description. Quantification of the necrotic core area and fibrous cap is shown in the right panels. Each dot represents the mean of the quantification of three sections from individual animals. Data represent the mean ± SEM (*n* = 11–14 per group, as indicated; *P = 0.0179 for necrotic core and *P = 0.001 for cap thickness). Scale bars, 200 μm. Level of significance was determined using Mann–Whitney test. B–DRepresentative cross‐sectional analysis of the aortic root of *Ldlr* ^−/−^ mice transplanted with WT or *miR‐21* ^−/−^ BM fed for 12 weeks on WD (B) for apoptotic cell analysis via TUNEL staining, (C) macrophage content analysis via immunodetection of CD68, and (D) collagen content analysis via Sirius Red staining. Quantifications are the graphs on the right. Each dot represents the mean of the quantification of three sections from individual animals. Data represent the mean ± SEM (*n* = 6–11 per group, as indicated). (B) Data are represented as the number of TUNEL‐positive cells per lesion area; *P =* *0.014. (C) Data are expressed as the average percentage of CD68‐positive signal per total lesion area; *P =* *0.0159. (D) Data are expressed as the average percent collagen per total lesion area. Scale bars, 200 μm. Level of significance was determined using Mann–Whitney test.

### Genetic ablation of miR‐21 in hematopoietic cells enhances macrophage/monocyte infiltration in the artery wall and increases the induction of inflammatory cytokines in macrophages

Increased circulating monocytes are associated with increased risk of cardiovascular disease. Thus, we assessed whether absence of miR‐21 in hematopoietic cells influences blood cell counts in *Ldlr* ^−/−^ mice transplanted with *miR‐21* ^−/−^ or WT BM, after feeding a WD for 12 weeks. The results show similar proportions of circulating monocytes, neutrophils, and lymphocytes (Fig 4A). Similarly, the number of circulating neutrophils, as well as pro‐inflammatory (Ly‐6C^hi^) and anti‐inflammatory (Ly‐6C^low^) monocytes, was almost identical in both groups of mice (Fig 4B). While blood leukocyte counts were equivalent, we found a significant accumulation of macrophages and Ly‐6C^hi^ monocytes in the artery wall (Fig 4C). These data indicate that the larger plaques observed in mice transplanted with *miR‐21* ^−/−^ BM cells are likely due to the overall increase in macrophage/monocyte infiltration observed in the whole aorta of this group of mice.

**Figure 4:**
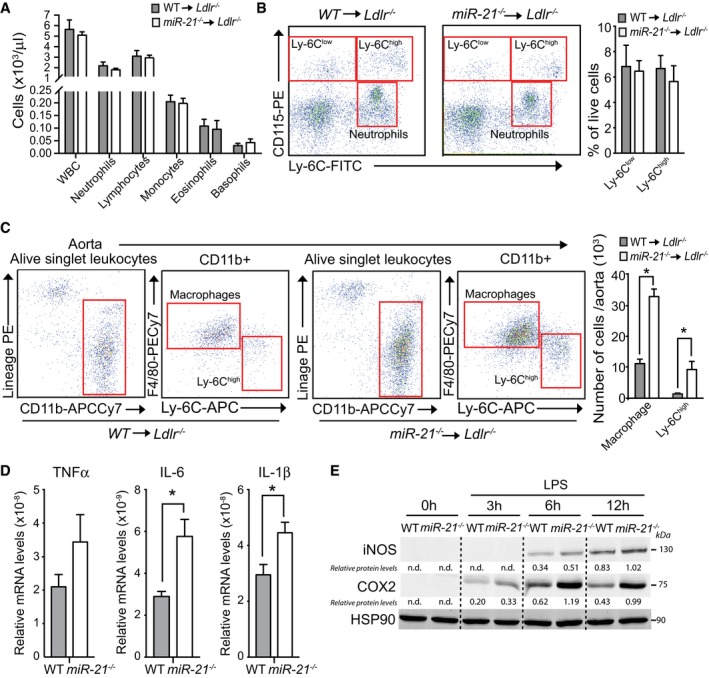
Aortas of *Ldlr* ^−/−^ mice transplanted with *miR‐21* ^−/−^ BM have increased numbers of pro‐inflammatory macrophages, and miR‐21 deficiency increases the expression of inflammatory cytokines Peripheral blood counts from *Ldlr* ^*−/−*^ mice transplanted with WT or *miR‐21* ^−/−^ BM after 12 weeks on WD measured using Hemavet hematology analyzer. Data represent the mean ± SD (*n* = 11 per group).Flow cytometry analysis of circulating monocytes and neutrophils from *Ldlr* ^*−/−*^ mice transplanted with WT or *miR‐21* ^−/−^ BM fed for 12 weeks on WD. Left, representative dot plots showing gaiting schemes. Right, quantification Ly‐6C^low^ and Ly‐6C^high^ circulating monocytes expressed as % of live cells. Data represent the mean ± SEM (*n* = 6 for WT and *n* = 5 for *miR‐21* ^−/−^).Flow cytometry analysis of aortic macrophages and monocytes from *Ldlr* ^*−/−*^ mice transplanted with WT or *miR‐21* ^−/−^ BM fed for 12 weeks on a WD. Left, representative dot plots showing gating schemes. Right, quantification of total number of macrophages or Ly‐6C^high^ monocytes per aorta. Data represent the mean ± SEM (*n* = 3 per group; *P =* *0.0001 for macrophages and *P =* *0.004 for Ly‐6C^high^ monocytes). Level of significance was determined using one‐way ANOVA with Bonferroni's post‐test. Relative TNF‐α, IL‐6, or IL‐1β mRNA expression levels normalized to 18S rRNA of WT or *miR‐21* ^−/−^ BMDMs treated with LPS (10 ng/ml) for 6 h. Data are mean ± SEM (*n* = 4 per group; *P =* *0.0152 for IL‐6 and *P =* *0.0291 for IL‐1β). Level of significance was determined using *t*‐test. Western blot analysis of iNOS and COX‐2 in WT or *miR‐21* ^−/−^ BMDMs treated with LPS (10 ng/ml) for the indicated times. HSP90 was used as a loading control. Representative experiment out of three with similar results. Relative protein levels were determined by band densitometry and are expressed in arbitrary units after correction for HSP90. n.d., not detectable. Source data are available online for this figure.

We then tested how the absence of miR‐21 in BMDMs impacts the expression of pro‐ and anti‐inflammatory cytokines in response to an inflammatory stimulus (LPS). Interestingly, we found that lack of miR‐21 in macrophages enhances TNF‐α, IL‐6, and IL‐1β production (Fig 4D). Moreover, COX‐2 and iNOS protein levels were increased in miR‐21‐deficient BMDMs treated with LPS (Fig 4E).

### Absence of miR‐21 in macrophages induces cell death and promotes the activation of MKK3/p38 and JNK signaling pathways

Our *in vivo* data demonstrate that absence of *miR‐21* ^−/−^ in hematopoietic cells increases apoptosis in atherosclerotic lesions. The accumulation of apoptotic cells in the lesions is mediated by enhanced apoptotic rate or defective phagocytosis of apoptotic cells (Tabas, 2010; Moore & Tabas, 2011; Moore *et al*, 2013; Tabas *et al*, 2015). To directly test whether miR‐21 plays an important role in macrophage survival, we assessed apoptosis by Annexin V staining in macrophages loaded with unesterified cholesterol [acetylated LDL (Ac‐LDL) + acetyl‐coenzyme A acetyltransferase (ACAT) inhibitor] or treated with the ER stress inducers thapsigargin or tunicamycin. As shown in Fig 5A, apoptosis induced by free cholesterol loading, thapsigargin, and tunicamycin was enhanced in *miR‐21* ^−/−^ macrophages.

**Figure 5:**
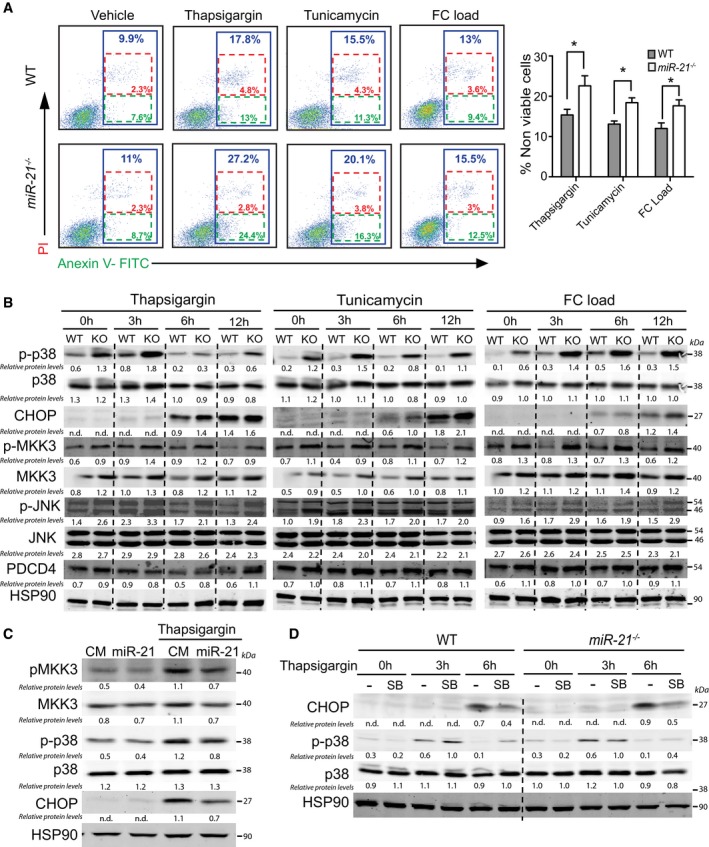
Absence of miR‐21 enhances macrophage apoptosis and activates MKK3‐p38‐CHOP and JNK signaling pathways Determination of apoptosis by flow cytometry of peritoneal macrophages isolated from WT or *mir‐21* ^−/−^ mice treated with thapsigargin (2 μM), tunicamycin (5 μg/ml), or loaded with free cholesterol (FC load) by treatment with Ac‐LDL (120 μg cholesterol/ml) + ACAT inhibitor [Sandoz 58035 (10 μg/ml)] for 24 h. Left, dot plots showing gating schemes of one representative experiment. Right, data are average of % of non‐viable cells (blue), which are the sum of late apoptotic cells (red, annexin V^+^/PI^+^) and the early apoptotic cells (green, annexin V^+^/PI^−^). Data represent the mean ± SEM (*n* = 5 for WT and *n* = 6 for *miR‐21* ^−/−^; *P =* *0.003 for thapsigargin treatment, *P =* *0.04 for tunicamycin treatment, and *P =* *0.003 for FC load). Level of significance was determined using one‐way ANOVA with Bonferroni's post‐test.Western blot analysis of CHOP, p‐p38, p38, p‐JNK, JNK, p‐MKK3, MKK3, and PDCD4 in WT or *miR‐21* ^−/−^ peritoneal macrophages treated with thapsigargin (2 μM), tunicamycin (5 μg/ml), or FC load with Ac‐LDL (120 μg cholesterol/ml) + ACAT inhibitor (10 μg/ml) for the indicated times. Relative protein levels were determined by band densitometry and are expressed in arbitrary units after correction for HSP90 (loading control). n.d., not detectable.Western blot analysis of pMKK3, MKK3, p38, p‐p38, and CHOP in WT peritoneal macrophages transfected with control miRNA mimic (CM) or miR‐21 mimic and treated or not with thapsigargin (2 μM) for 6 h. Relative protein levels were determined by band densitometry and are expressed in arbitrary units after correction for HSP90 (loading control). n.d., not detectable.Western blot analysis of p38, p‐p38, and CHOP expression in WT or *miR‐21* ^−/−^ peritoneal macrophages treated with SB202190 (10 μM) for 2 h prior treatment with thapsigargin (2 μM) for the indicated times. Relative protein levels were determined by band densitometry and are expressed in arbitrary units after correction for HSP90 (loading control). n.d., not detectable. Source data are available online for this figure.

Previous studies suggested roles for MKK3/p38, JNK, and Akt in regulating macrophage apoptosis in response to ER stress (Devries‐Seimon, Li *et al*, 2005; Seimon *et al*, 2009). In order to determine how miR‐21 influences these signaling pathways, we treated WT and *miR‐21* ^−/−^ macrophages with thapsigargin, tunicamycin, and unesterified cholesterol. The results show that absence of miR‐21 might increase apoptotic susceptibility to ER stress by enhancing MKK3‐p38‐CHOP and JNK pathways. As shown in Fig 5B, in basal conditions, *miR‐21* ^−/−^ macrophages had increased activation of p38 (increased phosphorylation), which was further induced 3 h after thapsigargin or tunicamycin treatment. Interestingly, free cholesterol loading (FC load) by incubation of macrophages with Ac‐LDL plus an ACAT inhibitor produced a more pronounced and sustained activation of p38, which is agreement with previous reports (Devries‐Seimon *et al*, 2005; Li *et al*, 2005). As expected, the increased activation of p38 was accompanied by an induction of CHOP (Fig 5B). The augmented activation of p38 observed in *miR‐21* ^−/−^ macrophages correlates with elevated levels of MKK3 (Fig 5B), an upstream regulator of p38 and *bona fide* miR‐21 target gene (Li *et al*, 2016). Moreover, we also observed a modest decrease in expression of MKP1, a phosphatase that controls p38 phosphorylation (Appendix Fig S4). In addition to p38 activation, we found an enhanced activation of JNK in *miR‐21* ^−/−^‐deficient macrophages. Interestingly, the increase in JNK phosphorylation was independent of PDCD4 expression (Fig 5B), a negative regulator of JNK activation and well‐established miR‐21 target (Asangani *et al*, 2008; Frankel *et al*, 2008). Together, these results suggest that the ER‐stress‐induced macrophage apoptosis observed in miR‐21‐deficient macrophages correlates with increased activation of p38 and JNK pathways, likely due to de‐repression of MKK3.

We also analyzed the expression of other described miR‐21 target genes that regulate cellular proliferation and survival such as PTEN. Previous reports have shown that miR‐21 inhibits PTEN expression (Meng *et al*, 2007; Perdiguero *et al*, 2011). PTEN is a phosphatase that activates the phosphatidylinositol‐4,5‐bisphosphate 3‐kinase (PI3K)/AKT pathway, thus promoting cellular proliferation and survival. Surprisingly, we found that absence of miR‐21 in macrophages does not influence PTEN expression levels (Appendix Fig S4). However, we found a modest increase in AKT phosphorylation in macrophages treated with tunicamycin and thapsigargin (Appendix Fig S4), a finding that could be explained by the significant activation of p38 observed in miR‐21‐deficient macrophages.

To further define the effect of miR‐21 on the MKK3‐p38‐CHOP signaling pathway, we transfected mouse primary macrophages with control miRNA mimics (CM) or a miR‐21 mimic and assessed MKK3 and p38 phosphorylation. As expected, overexpression of miR‐21 markedly reduced the thapsigargin‐induced activation of MKK3. As such, we also observed a reduction in p38 phosphorylation (Fig 5C).

Next, we determined the contribution of p38 activation on the induction of CHOP by treating WT and *miR‐21* ^−/−^ macrophages with SB203580, a p38 inhibitor. Interestingly, we found that WT and *miR‐21* ^−/−^ macrophages treated with SB203580 had similar CHOP levels, suggesting that the increase in CHOP observed in *miR‐21* ^−/−^ macrophages compared to WT macrophages was likely mediated by p38 activation (Fig 5D). Together, these results demonstrate that the absence of miR‐21 activates the pro‐apoptotic MKK3‐p38‐CHOP and JNK signaling pathways.

### miR‐21 deficiency in macrophages attenuates apoptotic clearance associated with reduced MERTK protein levels

Next, we determined whether the absence of miR‐21 influences apoptotic cell clearance, thus promoting the accumulation of apoptotic cells in atherosclerotic lesions isolated from *Ldlr* ^−/−^ mice transplanted with *miR‐21* ^−/−^ BM (Fig 3B). To this end, we incubated mouse peritoneal macrophages isolated from WT and *miR‐21* ^−/−^ mice with apoptotic Jurkat cells labeled with CellTracker Red, followed by removal of non‐ingested cells by vigorous washing. Then, we analyzed the engulfment of apoptotic cells by macrophages using confocal microscopy. Interestingly, we found that apoptotic cells were efficiently engulfed by WT macrophages, whereas phagocytosis by *miR‐21* ^−/−^ macrophages was markedly reduced (Fig 6A, quantification right panel).

**Figure 6:**
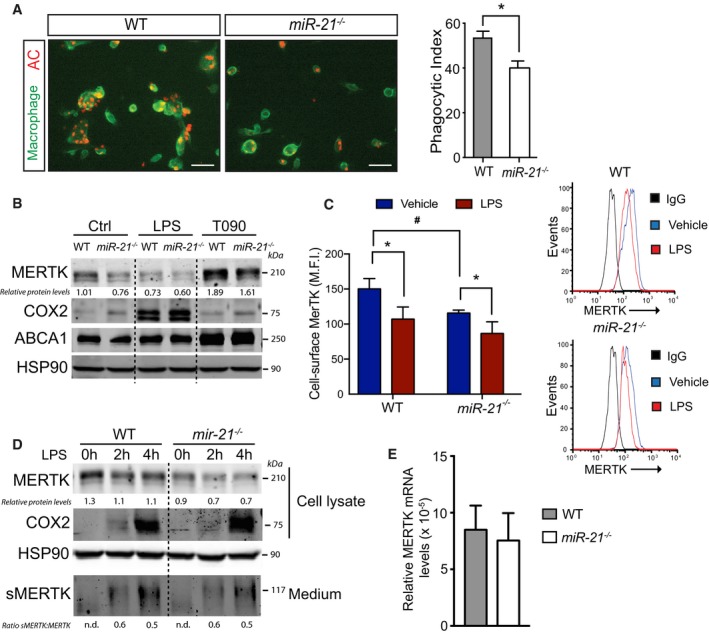
miR‐21 deficiency diminishes efferocytosis and decreases MERTK expression in macrophages Representative confocal microscopy images (left) of the *in vitro* engulfment of CellTracker Red labeled apoptotic Jurkat cells by peritoneal macrophages isolated from WT or *miR‐21* ^−/−^ mice. Right, phagocytosis expressed as phagocytic index, which is the number of apoptotic cells (red) ingested in 1 h per F4/80‐positive macrophage (green) × 100. Data represent the mean ± SEM of the quantification of five images from different fields of duplicate samples (*n* = 3 per group; *P =* *0.017). Scale bars, 100 μm. Level of significance was determined using *t*‐test.Representative Western blot analysis of MERTK protein levels in WT or *miR‐21* ^−/−^ peritoneal macrophages treated with LPS (50 ng/ml; to induce MERTK cleavage) and T0901317 (3 μM; to induce MERTK expression) for 12 h. COX2 and ABCA1 are positive controls for LPS or T0901317 treatment, respectively. Representative experiments out of three with similar results. Relative protein levels were determined by band densitometry and are expressed in arbitrary units after correction for HSP90 (loading control).Flow cytometry analysis of cell surface MERTK expression in WT and *miR‐21* ^−/−^ macrophages treated or nor with LPS (50 ng/ml) for 12 h. The results are expressed in terms of geometric mean fluorescence intensity (M.F.I.) after subtracting isotype control (IgG). Histograms of one representative experiment are shown on the right. Data represent the mean ± SEM (*n* = 3 per group; ^#^ *P *=* *0.009 WT vs. *miR‐21* ^−/−^ macrophages vehicle; *P =* *0.0012 vehicle vs. LPS treatment in WT macrophages and *P =* *0.032 for vehicle vs. LPS treatment in *miR‐21* ^−/−^ macrophages). Level of significance was determined using one‐way ANOVA with Bonferroni's post‐test.Representative Western blot analysis of cellular MERTK and secreted MERTK (sMERTK) in WT and *miR‐21* ^−/−^ peritoneal macrophages treated with LPS (10 ng/ml) for 2 and 4 h. COX2 is used a positive control for LPS treatment. Representative experiments out of three with similar results. Relative protein levels were determined by band densitometry and are expressed in arbitrary units after correction for HSP90 (loading control). n.d., not detectable.Relative MERTK mRNA expression levels normalized to 18S rRNA of peritoneal macrophages isolated from WT and *miR‐21* ^−/−^ mice. Data are mean ± SEM (*n* = 3 per group). Source data are available online for this figure.

To identify the potential mechanisms associated with the deficient removal of apoptotic cells, we assessed whether miR‐21 influences the expression of MERTK, a key receptor that mediates the clearance of apoptotic cells in atherosclerotic lesions of hypercholesterolemic mice (Thorp *et al*, 2008, 2011). Of note, we found that total MERTK levels were significantly reduced in miR‐21‐deficient macrophages compared to WT macrophages (Fig 6B). Similar results were observed when we activated the cleavage of MERTK by incubating macrophages in the presence of LPS or when we activated the transcription of MERTK by treating cells with a synthetic LXR agonist (T0901317; Fig 6B). We also assessed the cell membrane expression MERTK in WT and *miR‐21* ^−/−^ macrophages by flow cytometry and found a significant reduction of MERTK expression in both untreated and LPS‐treated macrophages (Fig 6C). Cellular MERTK levels were not affected by increasing MERTK cleavage, as the ratio of soluble MERTK (sMERTK) vs. cellular MERTK was similar in WT and *miR‐21* ^−/−^ macrophages (Fig 6D). Furthermore, the absence of miR‐21 did not influence *Mertk* mRNA levels (Fig 6E). Taken together, these results suggest that miR‐21 affects MERTK expression at post‐transcriptional level but independent of proteolytic processing.

### Macrophage miR‐21 deficiency enhances ABCG1 degradation and increases foam cell formation

We next examined whether miR‐21 also regulates cholesterol metabolism in macrophages, an important event in the early stages of atherosclerotic lesions (Lusis, 2000; Glass & Witztum, 2001). To this end, we incubated WT and *miR‐21* ^−/−^ macrophages in the presence of acetylated LDL (Ac‐LDL) for 24 h and assessed neutral lipid accumulation by staining cells with Oil Red O (ORO). Of note, we found a significant increase in lipid accumulation in macrophages isolated from *miR‐21* ^−/−^ mice compared to WT macrophages (Fig 7A, quantification in right panels). Similarly, we observed an increase in the total cholesterol of miR‐21‐deficient macrophages compared to WT macrophages (Fig 7B). To determine the molecular mechanisms that could contribute to the increased lipid content of *miR‐21* ^−/−^ macrophages, we assessed how miR‐21 influences lipoprotein uptake and cholesterol efflux. Flow cytometry analysis revealed no differences in the uptake of DiI‐labeled ox‐LDL (DiI‐Ox‐LDL) between WT and *miR‐21* ^−/−^ macrophages (Fig 7C). However, we observed a significant decrease in cholesterol efflux to high‐density lipoproteins (HDL) in *miR‐21* ^−/−^ macrophages compared to WT (Fig 7D). Importantly, the defective cholesterol efflux observed in *miR‐21* ^−/−^ macrophages correlates with a significant reduction in ABCG1 expression, a transporter that regulates the efflux of cholesterol to HDL (Fig 7E). The expression of ABCA1, a transporter responsible for cholesterol efflux to poorly lipidated ApoA1, was similar in both groups of macrophages (Fig 7E). Previous reports have shown that p38 activation stimulates ABCG1 phosphorylation and degradation (Nagelin *et al*, 2009). To define the role of the p38 signaling pathway in regulating ABCG1 expression, we treated WT and *miR‐21* ^−/−^ macrophages with SB203580 and assessed ABCG1 levels by Western blot. The results show that inhibition of p38 increases ABCG1 protein levels in miR‐21‐deficient macrophages, suggesting that the constitutive basal p38 activation found in *miR‐21* ^−/−^ macrophages influences ABCG1 levels (Fig 7F). Finally, we assessed whether the inhibition of the proteasome enhances the expression of ABCG1 in miR‐21‐deficient macrophages. To this end, we incubated WT and miR*‐21* ^−/−^ macrophages in the presence of Ac‐LDL (to induce ABCG1 expression) and treated them with MG132, a proteasome inhibitor. As seen in Fig 7G, ABCG1 protein levels were similar in WT and *miR‐21* ^−/−^ macrophages, suggesting that enhanced proteolytic activity in macrophages lacking miR‐21 could explain the reduced ABCG1 expression in macrophages.

**Figure 7:**
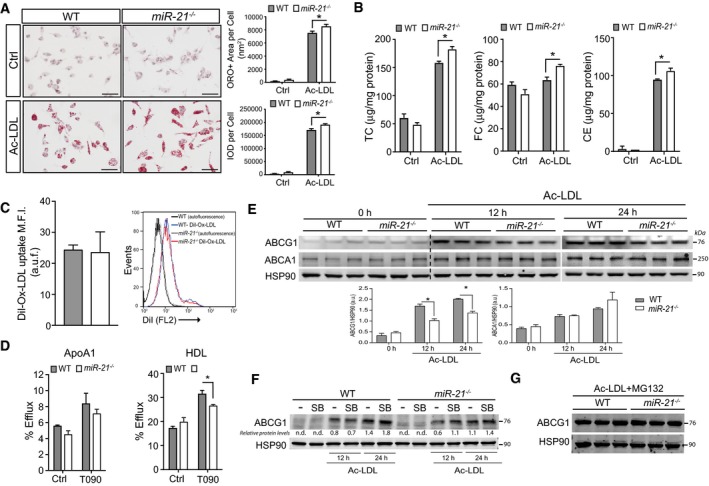
Absence of miR‐21 in macrophages promotes foam cell formation Representative images of WT or *miR‐21* ^−/−^ peritoneal macrophages incubated with or without Ac‐LDL (120 μg cholesterol/ml) for 24 h and stained with ORO. Quantification of the ORO‐positive area and integrated optical density (IOD) per cell is shown in the right panels. Data represent the mean ± SEM of the quantification of three images from different fields (*n* = 3 per group; *P =* *0.0126 for ORO and *P =* *0.0148 for IOD). Scale bars, 100 μm. Level of significance was determined using one‐way ANOVA with Bonferroni's post‐test.Quantification of total cholesterol (TC) (left panel), free cholesterol (FC) (middle panel), and cholesterol esters (CE) (right panel) corrected by cell protein concentration of WT and *miR‐21* ^−/−^ peritoneal macrophages incubated as in (A). Data represent the mean ± SEM of duplicates (*n* = 3 per group; *P =* *0.022 for TC, *P = 0.042 for FC and *P = 0.025 for CE). Level of significance was determined using one‐way ANOVA with Bonferroni's post‐test.Flow cytometry analysis of DiI‐Ox‐LDL uptake in peritoneal macrophages of WT and *miR‐21* ^−/−^ mice incubated with DiI‐Ox‐LDL (30 μg cholesterol/ml) for 2 h at 37°C. The results are expressed in terms of geometric mean fluorescence intensity (M.F.I.) after subtracting the autofluorescence of cells incubated in the absence of DiI‐Ox‐LDL. Data represent the mean ± SEM of duplicates (*n* = 3 per group)Cholesterol efflux to apolipoprotein A1 (ApoA1) and HDL in peritoneal macrophages isolated from WT and *miR‐21* ^−/−^ mice stimulated with or without T0901317 (T090). Data represent the mean ± SEM of duplicate samples (*n* = 3 per group; *P = 0.0417). Level of significance was determined using *t*‐test. Representative Western blot analysis of ABCG1 and ABCA1 in WT and *miR‐21* ^−/−^ peritoneal macrophages treated with Ac‐LDL (120 μg/ml) for 12 and 24 h. Samples from three different mice per group are shown. Bottom panels show the quantification of band densitometry values of ABCG1 and ABCA1 protein levels expressed in arbitrary units after correction for HSP90 (loading control). Data represent the mean ± SD from blots above (*n* = 3 per group as indicated; *P =* *0.0002 for 12 h and *P =* *0.0003 for 24 h). Level of significance was determined using one?way ANOVA with Bonferroni's post?test. Representative Western blot analysis of ABCG1 and ABCA1 of WT and *miR‐21* ^−/−^ peritoneal macrophages treated with Ac‐LDL (120 μg/ml) in the presence of p38 inhibitor (SB202190) for 12 and 24 h. Representative experiments out of three with similar results. Relative protein levels were determined by band densitometry and are expressed in arbitrary units after correction for HSP90 (loading control). n.d., not detectable.Representative Western blot analysis of ABCG1 in WT and *miR‐21* ^−/−^ peritoneal macrophages treated with Ac‐LDL (120 μg/ml) in presence of the proteasome inhibitor MG132 (10 μM) for 12 h. Source data are available online for this figure.

## Discussion

The most salient finding of this study is that the absence of miR‐21 in hematopoietic cells enhances the progression of atherosclerosis and promotes adverse plaque remodeling, characterized by increased necrosis and fibrous cap thinning in atherosclerotic lesions. The accelerated atherogenesis observed in hematopoietic *miR‐21*‐deficient mice seems to have resulted from a combination of distinct mechanisms including (i) an increased pro‐inflammatory phenotype, (ii) enhanced macrophage apoptosis and foam cell formation, and (iii) decreased macrophage phagocytic capacity.

Several lines of evidence indicate that atherosclerotic progression depends on persistent and chronic inflammation in the arterial walls. miR‐21 is involved in cardiovascular disease and has been described as a key signal mediating the balance of pro‐ and anti‐inflammatory responses (Sheedy, 2015). Importantly, overexpression of miR‐21 results in a significant suppression of LPS‐induced TNF‐α expression and NF‐KB activation. In agreement with these observations, we found that miR‐21‐deficient macrophages have increased levels of PDCD4 and elevated LPS‐induced expression of TNF‐α, IL‐6, and IL‐1β. Moreover, in line with the pro‐inflammatory phenotype observed in *miR‐21* ^−/−^ macrophages, we also observed increased levels of COX‐2 after LPS stimulation. Interestingly, the report by Sheedy (2015) indicates that miR‐21 targeting of PDCD4 is associated with increased IL‐10 production, an anti‐inflammatory cytokine associated with resolution of inflammation. Additionally, the digestion of dead cells by phagocytes is often associated with the induction of anti‐inflammatory cytokines such as IL‐10 (Sheedy, 2015). However, other reports have shown that brief exposure to free cholesterol‐induced apoptotic macrophages can induce the production of pro‐inflammatory cytokines such as TNF‐α and IL‐1β (Sheedy, 2015). Recently, it has been shown that miR‐21 plays an important role in the regulation of efferocytosis‐mediated suppression of innate immune response, a key process implicated in resolving inflammation following injury (Das *et al*, 2014). Accumulation of apoptotic macrophages in late atherosclerotic lesions, caused by an enhanced apoptotic susceptibility or defective phagocytosis of apoptotic cells, results in increased plaque necrosis and a heightened state of inflammation in the vessel wall (Tabas, 2010; Tabas *et al*, 2015). Das *et al* (2014) demonstrate that miR‐21 levels are induced in response to LPS via PDCD4 repression. Altogether, these data indicate that absence of miR‐21 promotes a pro‐inflammatory and anti‐resolution phenotype and suggest that miR‐21 plays a key role during the resolution of inflammation, an essential process that limits the progression and promotes the regression of atherosclerosis.

Numerous studies have documented that activation of p38 MAPK can have pro‐ or anti‐apoptotic effects depending on the cellular environment. Early observations by the Tabas laboratory demonstrated that p38 signaling was necessary for CHOP induction and apoptosis in macrophages loaded with cholesterol (Devries‐Seimon *et al*, 2005). In addition to p38, the authors also identified JNK as an important pathway associated with apoptosis, but independent of CHOP (Devries‐Seimon *et al*, 2005). Similar to these findings, we found that the absence of miR‐21 increases p38 and JNK signaling cascades and promotes apoptosis in response to ER stress *in vitro*. To determine how miR‐21 influences p38 phosphorylation, we assessed the expression of MKK3, an established miR‐21 target gene that regulates p38 phosphorylation (Li *et al*, 2016). Importantly, we found a marked increase in MMK3 expression in *miR‐21* ^−/−^ macrophages compared to WT macrophages. Similarly, Tabas *et al* observed that p38 phosphorylation in response to cholesterol overloading was blunted in MKK3‐deficient macrophages (Li *et al*, 2005). While these results suggest that activation of p38 via MKK3 might attenuate macrophage apoptosis *in vitro* and reduce plaque necrosis *in vivo*, other reports have demonstrated a pro‐atherogenic role of p38 activation depending upon the apoptotic stimulus (Devries‐Seimon *et al*, 2005; Seimon *et al*, 2009). In this regard, p38 inhibition combined with ER stress and activation of pattern recognition receptors triggers macrophage apoptosis *in vitro*. Mechanistically, the authors observed that genetic ablation or pharmacological inhibition of p38 suppressed AKT activation in cultured macrophages and in atherosclerotic lesions analyzed from macrophage‐specific p38α‐deficient mice. Moreover, overexpression of constitutively active myristoylated AKT significantly attenuated the ER stress that occurred with pharmacological inhibition of p38 in cultured macrophages. In our study, we observed that the absence of miR‐21 markedly increases p38 phosphorylation but does not significantly influence AKT phosphorylation or PTEN expression. The later observation was surprising because PTEN, a phosphatase that regulates AKT phosphorylation, is a well‐known miR‐21 target gene (Meng *et al*, 2007; Perdiguero *et al*, 2011).

Our work further demonstrates that the absence of miR‐21 in macrophages significantly increased foam cell formation *in vitro,* which may also contribute to the increased apoptosis observed *in vivo*, as well as the overall increase in plaque formation. Interestingly, we found that miR‐21‐deficient macrophages have an impaired ability to efflux cholesterol to HDL, while efflux to ApoA1 is unaffected. Consistent with this, expression of the HDL‐dependent cholesterol transporter ABCG1 was reduced in macrophages lacking miR‐21, while expression of ABCA1, which primarily mediates efflux of cholesterol to poorly lipidated ApoA1, was similar to WT cells. ABCG1 expression is regulated at post‐transcriptional level by JNK and p38. To this regard, Hedrick *et al* demonstrated that activation of p38 and JNK pathways by treating macrophages with eicosanoids inhibited ABCG1 and attenuated cholesterol efflux (Nagelin *et al*, 2009). By contrast, pharmacological inhibition of p38 and JNK signaling pathways impairs ABCG1 phosphorylation and degradation. Interestingly, we found that inhibition of p38 in miR‐21‐deficient macrophages increase ABCG1 protein stability and expression. Together, these findings indicate that the increased apoptosis observed in atherosclerotic plaques of mice transplanted with miR‐21‐deficient macrophages might be mediated by a combined effect of increased lipid loading and apoptosis susceptibility.

As introduced above, in addition to macrophages apoptosis, the ability of phagocytes to clear apoptotic cells contributes to lesional necrosis, an important feature of advanced and unstable plaques (Tabas, 2010; Tabas *et al*, 2015). Interestingly, we found that the absence of miR‐21 in macrophages results in a significant reduction in apoptotic cell uptake. This finding correlates with a significant reduction in MERTK expression, a phagocyte receptor implicated in apoptotic cell recognition. We next explored the molecular mechanism by which miR‐21 controls MERTK levels and found that miR‐21 does not influence *Mertk* mRNA levels or protein cleavage in response to LPS. Further experiments are needed to identify how miR‐21 controls the expression of MERTK at a post‐transcriptional level. These results support a model in which the absence of miR‐21 increases macrophage apoptosis and impairs efficient phagocytosis of apoptotic macrophages, leading to increased plaque necrosis and accelerated atherosclerosis (Fig 8).

**Figure 8:**
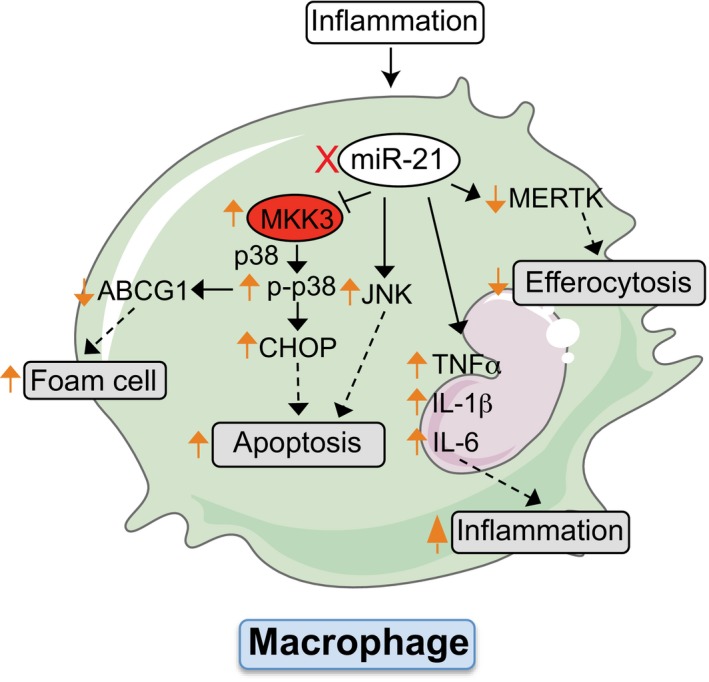
Schematic diagram showing the role of miR‐21 in macrophages during atherosclerosis miR‐21 expression influences foam cell formation, sensitivity to ER‐stress‐induced apoptosis, and phagocytic clearance capacity. Absence of miR‐21 in macrophages is pro‐inflammatory, increases the expression of the miR‐21 target gene MKK3, promoting the induction of p38‐CHOP and JNK signaling. Both pathways enhance macrophage apoptosis and promote the post‐translational degradation of ABCG1, a transporter that regulates cholesterol efflux in macrophages.

In summary, the data herein shed light on the important role of macrophage miR‐21 during the progression of atherosclerosis. In this complex scenario, we demonstrate that absence of miR‐21 controls macrophage foam cell formation, apoptosis, efferocytosis, and the inflammatory response associated to the resolution of inflammation. These effects in turn account for the adverse plaque remodeling observed in mice lacking miR‐21 in hematopoietic cells (Fig 8). While this study provides definitive evidence of how miR‐21 in hematopoietic cells impacts the progression of atherosclerosis and elucidates the primary mechanisms by which this occurs, further experiments are still needed to more fully define the complex network of genes controlled by miR‐21, which may also be involved in mediating these cellular processes.

## Materials and Methods

### Animals and bone marrow transplantation

Male C57BL/6 (WT), *Ldlr* ^−/−^ (Ldlrtm1Her/J, Jax# 002207), or *miR‐21* ^−/−^ (Mir21atm1Yoli/J, Jax # 016856) mice were purchased from The Jackson Laboratory (Bar Harbor, ME, USA) and kept under constant temperature and humidity in a 12‐h controlled dark/light cycle. Eight‐week‐old male *Ldlr* ^−/−^ mice were lethally irradiated twice with a dose of 550 rads (5.5 Gy) using a cesium source 4 h before transplantation (Rotllan *et al*, 2015). Bone marrow was collected from femurs of WT or *miR‐21* ^−/−^ mice by flushing with sterile Opti‐MEM. Each recipient mouse was injected with 2 × 10^6^ bone marrow cells through retro‐orbital injection. Four weeks after bone marrow transplantation (BMT), peripheral blood was collected by retro‐orbital venous plexus puncture for PCR analysis of bone marrow reconstitution.

Accelerated atherosclerosis was induced by feeding mice for 12 weeks with a Western‐type diet (WD) containing high‐cholesterol diet (1.25% cholesterol; D12108; Research Diets, Incorporated, New Brunswick, NJ, USA; Ulrich *et al*, 2016). All of the experiments were approved by the Institutional Animal Care Use Committee of Yale University School of Medicine.

### Lipoprotein profile and lipid measurements

Mice were fasted for 12–14 h before blood samples were collected by retro‐orbital venous plexus puncture. Then, plasma was separated by centrifugation and stored at −80°C. Total plasma cholesterol and triglycerides were enzymatically measured (Wako Pure Chemicals Tokyo, Japan) according to the manufacturer's instructions. The lipid distribution in plasma lipoprotein fractions was assessed by fast‐performed liquid chromatography gel filtration with 2 Superose 6 HR 10/30 columns (Pharmacia Biotech, Uppsala, Sweden; Goedeke *et al*, 2014).

### Histology, immunohistochemistry, and morphometric analyses

After 12 weeks of WD feeding, mice were anesthetized and euthanized. Mouse hearts were perfused with 10 ml of phosphate‐buffered saline (PBS; Invitrogen) at harvest and then submersed 4% paraformaldehyde (PFA) overnight. Then, hearts were put in 30% sucrose until the next day. Finally, hearts were embedded in OCT and frozen. Serial sections were cut at 6 μm thickness using a cryostat, and several morphometric and immunohistochemistry analyses were performed as previously described (Ulrich *et al*, 2016). Every third slide from the serial sections was stained with hematoxylin and eosin (H&E), and each consecutive slide was stained with Oil Red O for quantification of the lesion area. Aortic lesion size of each animal was obtained by averaging the lesion areas in three sections from the same mouse. The fibrous cap and necrotic core area were measured as a percentage of the total plaque area from the three sections from the same mouse. Necrotic core was defined as a clear area that was H&E free (Seimon *et al*, 2009). Boundary lines were drawn around these regions, and the area measurements were obtained by image analysis software (see below). Fibrous cap thickness was quantified by choosing the largest necrotic core from triplicate sections and taking a measurement from the thinnest part of the cap, determined by measuring the area between the outer edge of the cap and the necrotic core boundary (Seimon *et al*, 2009). Collagen content was assessed by Picrosirius red staining of consecutive slides from serial sections. CD68 staining was used as a macrophage marker using consecutive slides from three serial sections. Apoptotic cells in lesions were detected by TUNEL after proteinase K treatment, using the *In Situ* Cell Death Detection kit, TMR red (Roche, Basel, Switzerland) according to the manufacturer's instructions. Nuclei were counterstained with DAPI for 10 min. The data are expressed as the number of TUNEL‐positive cells per millimeter squared cellular lesion area. Proliferation of cells in each lesion was detected by Ki67 staining (1:100; Abcam, Cambridge, MA, USA). Percentage of proliferating cells were calculated as the number of positive Ki67‐labeled nuclei divided by the number of DAPI‐stained nuclei. NIH ImageJ software (National Institutes of Health, Bethesda, MD, USA) was used for all the quantifications.

### *En face* Oil Red O staining

After incubation in 4% PFA overnight, the adventitia was thoroughly cleaned under a dissecting microscope, and the aorta was cut open longitudinally and pinned on to a silicone plate. So that the lesion area could be calculated, aortas were stained with Oil Red O (Sigma) before the analysis. Aortas opened up longitudinally were briefly rinsed with 78% methanol, stained with 0.16% Oil Red O solution for 50 min and then destained in 78% methanol for 5 min, and mounted on microscopic slides with aqueous mounting medium (Stephens Scientific). The lesion area was quantified as percent of Oil Red O staining area in total aorta area (Fernandez‐Hernando *et al*, 2007).

### Detection of miR‐21 by *in situ* hybridization

To perform the *in situ* hybridization, we followed the protocol of Silahtaroglu (2014) with some modifications. Briefly, 6‐μm cryosections from adult mouse heart were fixed in 4% paraformaldehyde and acetylated in acetic anhydride/triethanolamine, followed by two washes in PBS. Sections were then pre‐hybridized in hybridization solution (50% formamide, 5× SSC, 0.5 mg/ml yeast tRNA, 1× Denhardt's solution) at 25°C below the predicted Tm value of the LNA probe for 30 min. DIG‐labeled probes (3 pmol; LNA miRCURY probe; Exiqon) were hybridized to the sections for 2.5 h at the same temperature as pre‐hybridization. After hybridization, we washed three times in 0.1× SSC at 60°C, and the *in situ* hybridization signals were detected using the tyramide signal amplification system (PerkinElmer) according to the manufacturer's instructions. Slides were mounted in Prolong Gold containing DAPI (Invitrogen) and analyzed with a Zeiss Axiovert 2000M fluorescence microscope (Carl Zeiss).

### Cell culture

Peritoneal macrophages from adult male WT or *miR‐21* ^−/−^ mice were harvested by peritoneal lavage 4 days after intraperitoneal injection of thioglycollate (3% w/v). Cells were plated in RPMI 1640 medium supplemented with 10% fetal bovine serum, 100 U/ml penicillin, and 100 U/ml streptomycin. After 4 h, non‐adherent cells were washed out, and macrophages were incubated in fresh medium containing DMEM, 20% fetal bovine serum, and 20% L‐cell conditioned medium for 2 days, and cells were maintained in culture as an adherent monolayer adding fresh medium every day (Aryal, Rotllan *et al*, 2016). Peritoneal macrophages were used to determine the effect on cell survival, efferocytosis, and signaling pathways. To induce ER stress or cell death, cells were treated with tunicamycin (5 μg/ml), thapsigargin (2 μM), or loaded with free cholesterol via incubation with Ac‐LDL (120 μg cholesterol/ml) + ACAT inhibitor [Sandoz 58035 (10 μg/ml)]. In some instances, activation of p38 was inhibited by pretreatment for 2 h with SB203580 (10 μM). For cholesterol loading, cells were incubated with Ac‐LDL (120 μg cholesterol/ml). More detailed descriptions can be found in the figure legend describing these experiments.

Bone marrow‐derived macrophages (BMDMs) from adult male WT or *miR‐21* ^−/−^ mice were harvested and cultured in Iscove's modified Dulbecco's medium (IMDM) supplemented with 20% fetal bovine serum and 20% L‐cell conditioned medium. After 7 days in culture, non‐adherent cells were eliminated, and adherent cells were harvested for the assays (Aryal *et al*, 2016). BMDMs from WT and *miR‐21* ^−/−^ mice were used to determine the effect on inflammatory cytokines. Briefly, BMDMs were stimulated for 6 h with LPS (10 ng/ml; Sigma). At the end of the treatment, cells were extensively washed with PBS and RNA and protein were isolated for analysis of mRNA and protein levels as described below.

### RNA isolation and quantitative real‐time PCR

Total RNA from mouse aortas was isolated using the Bullet Blender Homogenizer (Next Advance, Averill Park, NY, USA) in TRIzol reagent (Invitrogen) according to the manufacturer's protocol. Total RNA from BMDMs was isolated using TRIzol reagent. One microgram of total RNA was reverse‐transcribed using the iScript RT Supermix (Bio‐Rad, Hercules, CA, USA), following the manufacturer's protocol. Quantitative real‐time PCR was performed in triplicate using iQ SYBR green Supermix (Bio‐Rad) on a Real‐Time Detection System (Bio‐Rad). The mRNA level was normalized to ribosomal RNA 18S as a housekeeping gene. The following mouse primer sequences were used: CD68, 5′‐CCAATTCAGGGTGGAAGAAA‐3′ and 5′‐CTCGGGCTCTGATGTAGGTC‐3′; IL‐6, 5′‐AGTTGCCTTCTTGGGACTGA‐3′ and 5′‐TCCACGATTTCCCAGAGAAC‐3′; TNF‐*α*, 5′‐CCCTCACACTCAGATCATCTTCT‐3′ and 5′‐GCTACGACGTGGGCTACAG‐3′; IL‐1β, 5′‐CCAAAATACCTGTGGCCTTGG‐3′ and 5′‐GCTTGTGCTCTGCTTGTGAG‐3′; MerTK, 5′‐TGCGTTTAATCACACCATTGGA‐3′ and 5′‐TGCCCCGAGCAATTCTTTC‐3′; 18S, 5′‐TTCCGATAACGAACGAGACTCT‐3′ and 5′‐TGGCTGAACGCCACTTGTC‐3′.

Mature miR‐21 levels were detected using TaqMan miRNA Assay kit (Life Technologies) according to the manufacturer's protocol. Quantitative real‐time PCR was performed using TaqMan Universal Master Mix (Life Technologies; Chamorro‐Jorganes *et al*, 2011, 2014; Suarez *et al*, 2007, 2008, 2010). RNA U6 was used for normalization.

### RNA sequencing

Total RNA from unstimulated BMDMs was extracted as described above, and RNA was purified using and miRNA isolation Kit (Qiagen) followed by DNase treatment to remove genomic contamination using RNA MinElute Cleanup (Qiagen). The purity and integrity of total RNA samples were verified using the Agilent Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). rRNA was depleted from RNA samples using Ribo‐Zero rRNA Removal Kit (Illumina). Small RNA libraries from WT BMDMs were performed using TrueSeq Small RNA Library preparation (Illumina) and were sequenced for 45 cycles on Illumina HiSeq 2000 platform (2 × 50 bp read length). MicroRNA sequencing results were trimmed and mapped to miRBase mouse stem‐loop sequences (http://www.mirbase.org/) using the Bowtie alignment (http://bowtie-bio.sourceforge.net/index.shtml) program (version 0.12.7). The alignment reads were normalized as proportion of total reads mapped to any know miRNAs in each sample. 

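With counts expressed as a proportion of the library total, 776 of the 1915 miRNA names had at least 1 count in both libraries and 902 had none in either. In the reads per total of 1000000 (RpM) of Fig 1A, a count of 0 allows up to 0.410 RpM in replicate 1 and 0.371 RpM in replicate 2. With a minimum of 10 counts in every library, 448 miRNAs remained. Across these miRNAs the RpM on a log2 scale correlated between the libraries with a Pearson r of 0.989 and a Spearman rho of 0.982. These are correlations across miRNAs, which are not independent replicates. Of the 448 miRNAs, 92.2% lay within 2-fold of each other in both libraries, and 35 differed by more. The biological coefficient of variation, estimated by edgeR as a common dispersion with TMM normalization, was 0.241, and without TMM normalization it was 0.255. Fisher's exact test per miRNA with Benjamini-Hochberg adjustment compared these libraries, not conditions. The test covers counting error only, so its calls include the spread between biological replicates. At an adjusted p-value under 0.05 it called 260 of the 588 miRNAs with at least 10 counts summed, 81 higher and 179 lower in replicate 2. This split depended on the scaling. With TMM effective library sizes 122 were higher and 137 lower, and with DESeq2 size factors 124 were higher and 127 lower. The median log2 ratio of replicate 2 to replicate 1 was -0.17 with library totals, -0.04 with TMM and -0.03 with DESeq2 size factors. Among miRNAs with at least 1000 counts summed, the largest log2 ratios were 1.52 for miR-298-5p, 1.16 for miR-100-5p and 1.11 for miR-146a-5p, and the lowest were -2.19 for miR-2137, -1.16 for miR-155-5p and -1.11 for miR-149-5p. All 6 kept their direction under TMM and DESeq2 scaling. A scaling shifts every log2 ratio by the same amount, which was too small here to reverse any of the 6. The log2 ratio of miR-21a-5p was -0.12 with library totals but 0.01 with TMM.

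**Figure D2:**
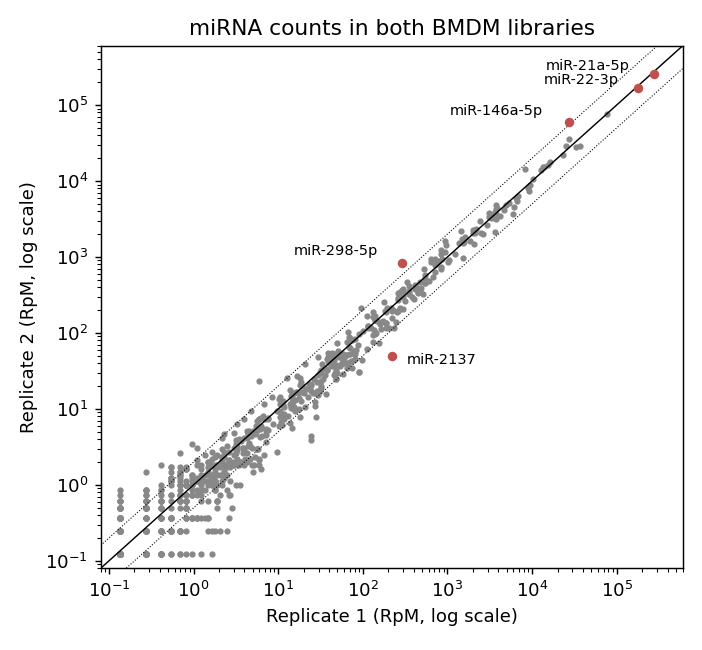
RpM (counts per 1000000 miRNA counts of the library) in replicate 1 (horizontal) and replicate 2 (vertical), both on logarithmic axes, for the 776 miRNAs with a count in both BMDM libraries. Each point is a miRNA, the solid line marks equal values and the dotted lines a difference of 2-fold. miR-298-5p and miR-146a-5p lie above the upper dotted line, and miR-2137 lies below the lower one.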

The data discussed in this publication have been deposited in NCBI Gene Expression Omnibus and are accessible through GEO Series accession number GSE97622 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE97622).

### Western blotting

Cells were lysed in ice‐cold buffer containing 50 mM Tris–HCl, pH 7.5, 125 mM NaCl, 1% Nonidet P‐40, 5.3 mM NaF, 1.5 mM NaP, 1 mM orthovanadate, 1 mg/ml protease inhibitor cocktail (Roche), and 0.25 mg/ml Pefabloc, 4‐(2‐aminoethyl)‐benzenesulfonyl fluoride hydrochloride (AEBSF; Roche). Cell lysates were rotated at 4°C for 1 h before the insoluble material was removed by centrifugation at 12,000 × *g* for 10 min. After normalizing for equal protein concentration, cell lysates were resuspended in SDS sample buffer before separation by SDS–PAGE. To induce and harvest sMER, cultures were typically from 12‐well tissue culture‐treated plates that were overlaid with 50 ng/ml LPS in serum‐free medium for the indicated times. Cell supernatants were concentrated 10‐fold with Amicon Ultra centrifugal filters (10,000 molecular weight cut‐off; Thorp *et al*, 2011).

Western blots were performed using the following antibodies: ABCG1 (#NB400‐132; 1:1,000), COX‐2 (#160106; 1:1,000), and iNOS (#2982; 1:1,000) were obtained from Novus, Cayman, and Cell Signaling Technology, respectively; a mouse monoclonal antibody against ABCA1 (#ab18180, 1:1,000) was obtained from Abcam; a mouse monoclonal antibody against HSP‐90 (#610419, 1:1,000) from BD Biosciences. AKT (pan; #2920; 1:1,000), phospho‐Akt (thr308; #13038; 1:1,000), CHOP (#2895; 1:1,000), PTEN (#9188; 1:1,000), MKK3 (#8535; 1:1,000), Phospho‐MKK3 (Ser189)/MKK6 (Ser207) (#12280; 1:1,000), Phospho‐SAPK/JNK (Thr183/Tyr185) (#4668; 1:1,000), SAPK/JNK (#9252; 1:1,000), PDCD4 (#9535; 1:1,000), Phospho‐p38 MAPK (Thr180/Tyr182; #9211; 1:1,000) were from Cell Signaling Technology. Anti‐p38α (612168; 1:1,000) was purchased from BD Biosciences and the MKP‐1 (SC‐1199; 1:1,000) from Santa Cruz Biotechnology. Anti‐mouse Mer primary antibody (AF591; R&D systems). Secondary antibodies were fluorescence‐labeled antibodies obtained from LI‐COR Biotechnology. Protein bands were visualized using the Odyssey Infrared Imaging System (LI‐COR Biosciences, Lincoln, NE, USA). Densitometry analysis of the gels was carried out using NIH ImageJ software (http://rsbweb.nih.gov/ij/). For quantification of Western blot analysis, levels of protein of interest are expressed in arbitrary units after correction by loading control. For phosphorylated proteins, levels are corrected by respective total protein levels.

### miRNA mimic transfections

Mouse peritoneal macrophages were transfected with 40 nM of miR‐21 mimic (Dharmacon) utilizing RNAimax (Invitrogen) following manufacturer standard protocols. All experimental control samples were treated with an equal concentration of a non‐targeting control mimic sequence (CM, Dharmacon) for use as controls for non‐sequence‐specific effects in miRNA experiments (Chamorro‐Jorganes *et al*, 2016). Verification of miR‐21 overexpression was determined using qRT‐PCR as described above.

### Flow cytometry analysis of blood and aorta leukocyte, apoptosis, and Dil‐Ox‐LDL uptake

The following antibodies were used for flow cytometric analyses: anti‐CD4‐APCcy7, RM4‐5 (BioLegend); anti‐CD8‐APCcy7, 53‐6.7 (BioLegend); anti‐B220‐APCcy7, RA3‐6B2 (BioLegend); anti‐CD127‐APCcy7 (IL‐7Pα), A7P34 (BioLegend); anti‐CD90.2‐APCcy7, 30‐H12 (BioLegend); anti‐NK1.1‐APCcy7, PK136 (BioLegend); anti‐Ly‐6G‐APCcy7, 1A8 (BioLegend); anti‐TER119‐APCcy7, TER119 (BioLegend); anti‐CD11b‐PB, M1/70 (BioLegend); anti‐CD11c‐Percp Cy5.5, HL3 (BioLegend); anti‐F480‐APC, BM8 (BioLegend); anti‐CD45.2‐FITC, 104 (eBiosciences); anti‐CD3–PE, 17A2 (BioLegend); anti‐CD115, AFS98 (eBiosciences). We used a 1:200 dilution for all antibodies. All antibodies were titrated to determine optimal signal‐to‐noise separation and minimize background fluorescence. Gating strategy was set up using Fluorescence Minus One (FMO) control.

Blood was collected by retro‐orbital puncture in heparinized microhematocrit capillary tubes. Erythrocytes were lysed with ACK lysis buffer (155 mM ammonium chloride, 10 mM potassium bicarbonate, and 0.01 mM EDTA, pH 7.4). White blood cells were resuspended in 3% fetal bovine serum in PBS, blocked with 2 mg/ml FcgRII/III, then stained with a cocktail of antibodies. Monocytes were identified as CD115^high^ and subsets as Ly6‐C^high^ and Ly6‐C^low^. Neutrophils were identified as CD115^low^, Ly5‐C^high^, and Ly6‐G^high^ (Aryal *et al*, 2016; Ulrich *et al*, 2016). For sorting cells from peripheral blood, monocytes were identified as CD45^+^, CD115^high^, and CD11b^+^, whereas neutrophils were identified as CD45^+^, CD115^low^, and CD11b^+^. T lymphocytes were identified as CD45^+^, CD3^+^ cells. Sorted cells were resuspended in TRIzol for RNA isolation and determination of miR‐21 expression as described above.

For aortic tissue, the entire aorta was digested (from the root to the iliac bifurcation) according to a method previously published (Butcher *et al*, 2011). The procedure involves the perfusion of the aorta (20 ml PBS) prior to digestion. Aortic tissue was cut in small pieces and subjected to enzymatic digestion with 400 U/ml collagenase I, 125 U/ml collagenase XI, 60 U/ml DNase I, and 60 U/ml hyaluronidase (Sigma‐Aldrich) for 1 h at 37°C while shaking. Total viable cell numbers were obtained using Trypan Blue (Cellgro) prior flow cytometric analysis as described previously (Aryal *et al*, 2016). Monocytes were identified as CD11b^+^, lineage^−/low^ (lineage defined as CD4^+^ CD8^+^ CD127^+^ CD90.2^+^ B220^+^ NK1.1^+^ Ly‐6G^+^ Ter119^+^), CD11c^−^, F4/80 low, and Ly‐6C^high^. Macrophages were identified as CD11b^+^, lineage^−/low^, CD11c^−^, and F4/80^high^. Neutrophils were identified as CD11b^+^, lineage positive, and CD11c^−^. For sorting cells from mouse aorta, monocytes/macrophages were identified as CD45^+^, CD11b^+^, lineage^−^, CD11c^−^. Neutrophils were defined as CD45^+^, CD11b^+^, lineage^+^, and CD11c^−^. Lineage^+^ cells were CD45^+^ cells not including monocytes/macrophages and neutrophils (Cd11b^−^). CD45^−^ isolated cells were aortic non‐leukocytic cells. Sorted cells were resuspended in TRIzol for RNA isolation and determination of miR‐21 expression as described above.

Peritoneal macrophages from WT or *miR‐21* ^−/−^ mice were analyzed for surface expression of MERTK by flow cytometry. After the indicated treatments, confluent monolayers were washed twice in Hanks balanced salt solution (HBSS, Gibco, Grand Island, NY, USA) and harvested. Cells were resuspended in 3% fetal bovine serum in PBS, blocked with 2 mg/ml FcgRII/III for 15 min at room temperature. Mertk surface expression was analyzed by using goat anti‐mouse Mer primary antibody (AF591; R&D systems, dilution 1:100) and incubation for 45 min on ice. Cells were washed with PBS and incubated with anti‐goat Alexa 488 secondary antibody for 30 min on ice. For a negative control, a separate set of cells were incubated without antibody under same conditions followed by the incubation with the secondary labeled antibody as indicated above. In both cases, immunostained cells were then washed twice with cold PBS and analyzed on a flow cytometer; 10,000 gated viable cells per sample were analyzed. The results are expressed in terms of specific geometric mean intensity of fluorescence (M.I.F.) after subtracting fluorescence of cells incubated with isotype control.

Apoptotic cells were analyzed with fluorescein isothiocyanate (FITC)‐conjugated annexin V staining (1:20, BioLegend) together with propidium iodide (PI) dead cell counterstain according to the manufacturer's recommendations (Fernandez‐Hernando *et al*, 2007). Percentage of non‐viable cells are the sum of late apoptotic cells (Annexin V^+^/PI^+^) and the early apoptotic cells (Annexin V^+^/PI^+^).

DiI‐Ox‐LDL lipoproteins were oxidized and labeled with the fluorescent probe DiI (Molecular Probes, Invitrogen) as previously described (Suarez *et al*, 2004). For the uptake assays, peritoneal macrophages from WT or *miR‐21* ^−/−^ mice were washed once in 2× PBS and incubated in fresh media containing DiI‐Ox‐LDL (30 μg cholesterol/ml) for 2 h at 37°C. Then, cells were washed and resuspended in 1 ml of PBS and analyzed by flow cytometry (Goedeke *et al*, 2015). The results are expressed in terms of M.I.F. after subtracting the autofluorescence of cells incubated in the absence of DiI‐Ox‐LDL.

All flow cytometry was performed using a BD LSRII (BD Biosciences). All flow cytometry data were analyzed using FlowJo software v8.8.6 (Tree Star, Inc.). In some instances, blood or aortic cells were sorted on a BD FACSAria (BD Biosciences).

### Efferocytosis assays

Peritoneal macrophages were recovered from mice as described above; 5 × 10^5^ cells were plated on sterile glass coverslips with RPMI, 20% fetal bovine serum, and 20% L‐cell conditioned medium for 2 days. To generate apoptotic cells (AC), Jurkat cells were labeled with CellTracker Red (Invitrogen) according to the manufacturer's instructions. Labeled cells were UV‐irradiated for 6 min using 8W bulb, and after the irradiation, cells were incubated at 37°C for 2 h to induce apoptosis. Fluorescent AC were added to peritoneal macrophages at a 1:1 ratio (ACs:macrophages) and cultured at 37°C for 60 min in RPMI supplemented with 10% FBS. After incubation with ATs, macrophages were gently washed several times with cold PBS with EDTA 0.6 mM to remove free AC. Cells were then fixed with 4% paraformaldehyde, and efferocytosis engulfment was scored with a Zeiss Axiovert 2000M fluorescence microscope (Carl Zeiss). Efferocytosis engulfment was expressed as phagocytic index: number of cells ingested per total number of macrophages × 100. Macrophages were visualized with F4/80 antibody.

### Cholesterol efflux assays

Peritoneal macrophages from WT and *miR‐21* ^−/−^ mice were cultured at a density of 1 × 10^6^ cells per well 1 day prior to loading with 0.5 mCi/ml [^3^H]‐cholesterol for 24 h with or without T0901317 (3 μM) for 12 h (Rayner *et al*, 2010). Cells then were washed twice with PBS and incubated in RPMI 1640 medium supplemented with 2 mg/ml fatty acid‐free bovine serum albumin (FAFA media) in the presence of an acetyl‐coenzyme A acetyltransferase (ACAT) inhibitor (2 mM; Novartis Corporation, New York, NY, USA) for 4 h prior to the addition of 50 μg/ml human ApoA1 in FAFA or HDL (Intracell) media. Supernatants were collected after 6 h and expressed as a percentage of [^3^H]‐cholesterol in the media per total cell [^3^H]‐cholesterol content (total effluxed [^3^H]‐cholesterol + cell‐associated [^3^H]‐cholesterol).

### Cellular cholesterol measurement and foam cell formation analysis

Peritoneal macrophages from WT and *miR‐21* ^−/−^ mice were plated on 12‐well plates and incubated with or without acetylated LDL (Ac‐LDL; 120 μg/ml). After 24 h, intracellular total cholesterol, cholesterol esters, and free cholesterol content were measured using the Amplex Red Cholesterol Assay Kit (Molecular Probes; Invitrogen), according to the manufacturer's instructions. For the foam cell formation assay, peritoneal macrophages from adult WT and *miR‐21* ^−/−^ mice were exposed to 120 μg/ml ac‐LDL for 24 h in the presence of 10% lipoprotein‐deficient serum (LPDS), fixed by 4% PFA in PBS for 1 h and stained for 30 min with 0.36% Oil Red O (ORO) solution in 60% isopropanol. The mean area and integrated optical density (IOD) of Oil Red O‐stained region per cell were quantified with 200 representative cells using the ImageJ software from the NIH.

### Statistical analysis

Animal sample size for each study was chosen based on literature documentation of similar well‐characterized experiments. The number of animals used in each study is listed in the figure legends. *In vitro* experiments were routinely repeated at least three times unless otherwise noted. No inclusion or exclusion criteria were used, and studies were not blinded to investigators or formally randomized. Data are expressed as average ± SD or ± SEM. Statistical differences were measured using an unpaired two‐sided Student's *t‐*test, one‐way ANOVA with Bonferroni correction for multiple comparisons. Normality was checked using the Kolmogorov–Smirnov test. A nonparametric test (Mann–Whitney) was used when data did not pass the normality test. A value of *P* ≤ 0.05 was considered statistically significant. Data analysis was performed using GraphPad Prism Software Version 7 (GraphPad, San Diego, CA, USA).

## Author contributions

AC‐D, CF‐H, and YS conceived and designed the study and wrote the manuscript. AC‐D, NR, XZ, MF‐F, CR‐H, EA, and LD performed experiments and analyzed data. RB provided reagents (Ox‐DiI‐LDL and Ac‐LDL).

## Conflict of interest

The authors declare that they have no conflict of interest.

**The paper explained**

**Problem**

Atherosclerosis is the leading cause of death in Western societies. This immunemetabolic disease is characterized by the accumulation of lipids and chronic inflammation in the artery wall. Recent studies have demonstrated the critical importance of non‐coding RNAs in regulating macrophage lipid homeostasis and inflammation during the progression of atherosclerosis. While miR‐21 expression has been associated with conditions involving by impaired immune response including psoriasis, chronic bacterial inflammation, and asthma, its role during atherogenesis remains unknown. Therefore, we hypothesized that the expression of miR‐21 in macrophages might contribute to atherosclerosis development.

**Results**

We show that absence of miR‐21 in hematopoietic cells enhances atherogenesis and promotes adverse plaque remodeling, characterized by increased plaque necrosis and fibrous cap thinning. We found that miR‐21 deficiency in macrophages enhances apoptosis and attenuates their phagocytic capacity. Moreover, we demonstrate that absence of miR‐21 reduces ABCG1 expression and cholesterol efflux, thus promoting the lipid accumulation in macrophages. Mechanistically, we demonstrate that lack of miR‐21 in macrophages increases the activation of MKK3 (miR‐21 target gene) signaling pathways triggering apoptosis in response to ER stress.

**Impact**

Our findings define a major role for hematopoietic miR‐21 during the progression of atherosclerosis and underscore the significance of miR‐21 in regulating macrophage apoptosis, efferocytosis, and lipid metabolism during atherogenesis. Our findings suggest that therapies aimed to increase miR‐21 levels in advanced atherosclerotic plaques might significantly reduce plaque necrosis and inflammation.

## Supporting information

Appendix Click here for additional data file.

Source Data for Appendix Click here for additional data file.

Review Process File Click here for additional data file.

Source Data for Figure 4 Click here for additional data file.

Source Data for Figure 5 Click here for additional data file.

Source Data for Figure 6 Click here for additional data file.

Source Data for Figure 7 Click here for additional data file.

# Supplementary material for: Macrophage deficiency of miR‐21 promotes apoptosis, plaque necrosis, and vascular inflammation during atherogenesis
**Source:** EMBO Mol Med. 2017 Jul 3;9(9):1244–62. doi: 10.15252/emmm.201607492

## **Appendix table of Content**

- 1. Appendix Figure Legends S1-4**
- 2. Appendix Figures S1-4**

## SUPPLEMENTAL FIGURE LEGENDS

### **Fig S1. miR-21 levels in monocytes, neutrophils and T cells isolated from blood of WT mice.**

Representative contour plots demonstrate gating scheme for sorted blood cells. Monocytes (CD45<sup>+</sup>/CD11b<sup>+</sup>/CD115<sup>+</sup>), neutrophils (CD45<sup>+</sup>/CD11b<sup>+</sup>/CD115<sup>-</sup>) and T Cells (CD45<sup>+</sup>/CD3<sup>+</sup>). Graph on the bottom right is the relative miR-21 expression levels normalized to U6 of the indicated cells types sorted from blood. Data are mean of triplicates (n=3; \*  $P < 0.018$  and #  $P < 0.0013$  compared to monocytes/macrophages)

### **Fig S2. Absence of miR-21 in hematopoietic cells does not influence body weight and circulating lipids.**

**A-F)** Measurement of body weight (**A**), plasma cholesterol (**B**), HDL-cholesterol (**C**), triglyceride (**D**), and lipoprotein profile from pooled plasma (**E** and **F**) of *Ldlr*<sup>-/-</sup> and *Ldlr*<sup>-/-</sup>*miR-21*<sup>-/-</sup> mice before and after 12 weeks on WD diet. Data are average (n=10 per group).

### **Fig S3. Genetic ablation of miR-21 in hematopoietic cells does not influence macrophage proliferation in atherosclerotic lesions.**

Quantification of Ki67/CD68 positive macrophages in plaques isolated from *Ldlr*<sup>-/-</sup> mice transplanted with WT and *miR-21*<sup>-/-</sup> BM. Data are average (n=10 per group).

### **Fig S4. Effect of apoptotic stressors on in macrophage deficient of miR-21.**

Western blot analysis of PTEN, p-AKT, AKT and MKP1 of WT or *miR-21*<sup>-/-</sup> peritoneal macrophages treated with Tunicamycin (5μg/ml), FC load = with Ac-LDL (120 μg cholesterol /ml) + ACAT inhibitor [Sandoz 58035 (10mg/ml)] or Thapsigargin (2μM) for the indicated times. HSP90 is a loading control.

Appendix Figure S1

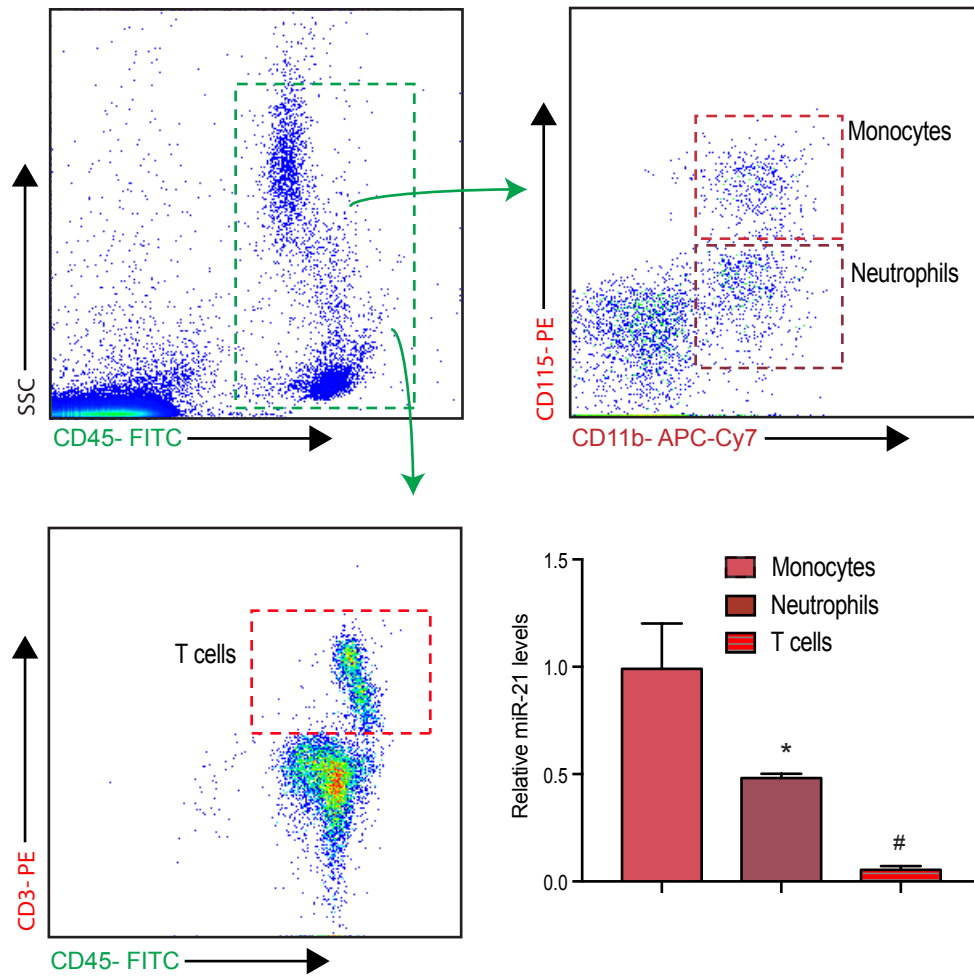

# Appendix Figure S2

A

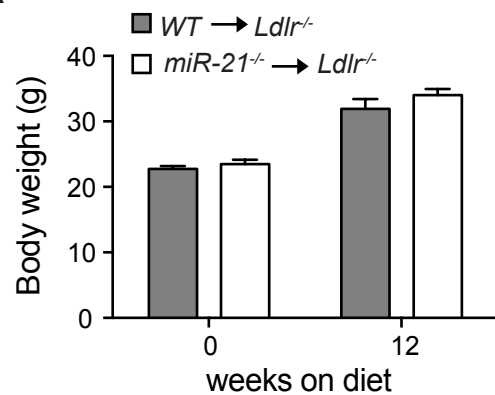

B

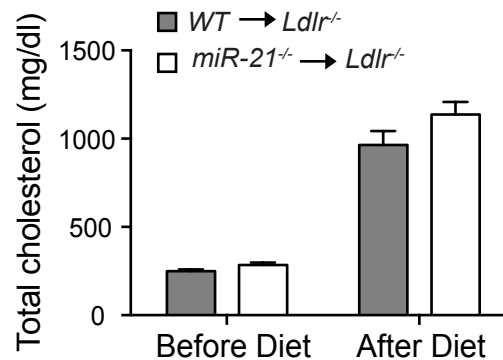

C

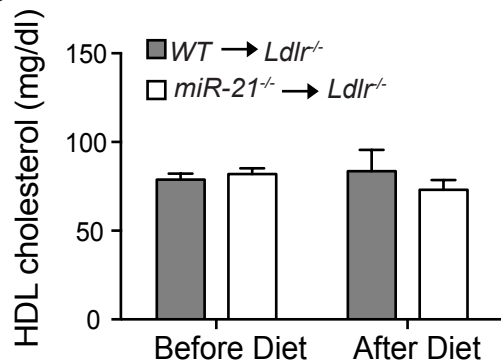

D

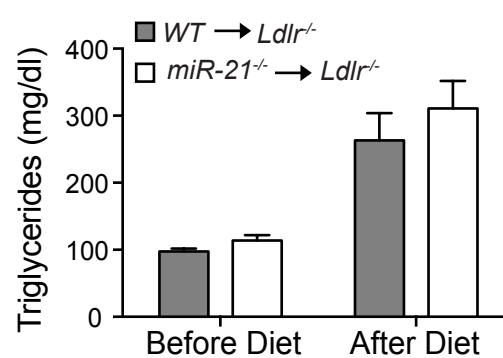

E

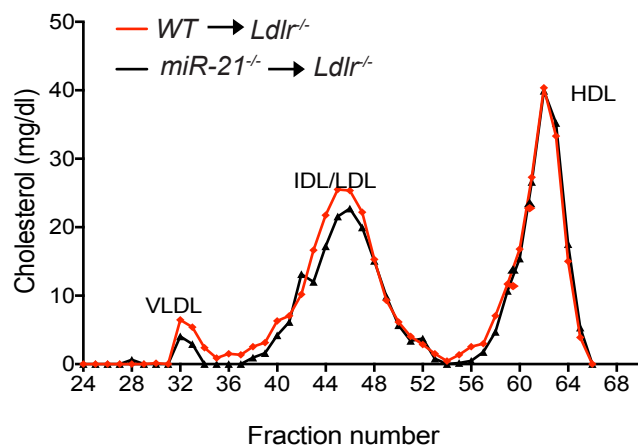

F

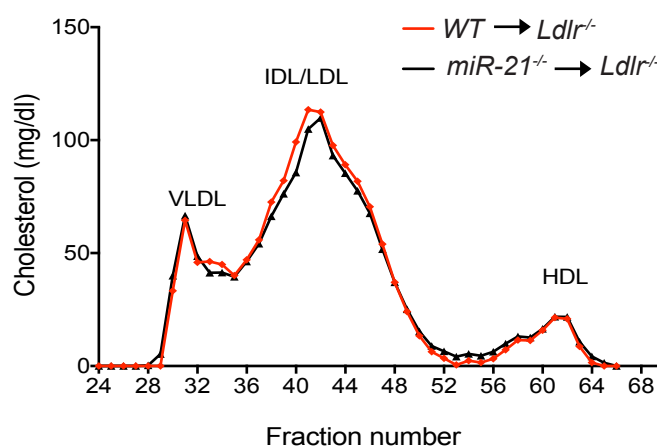

## Appendix Figure S3

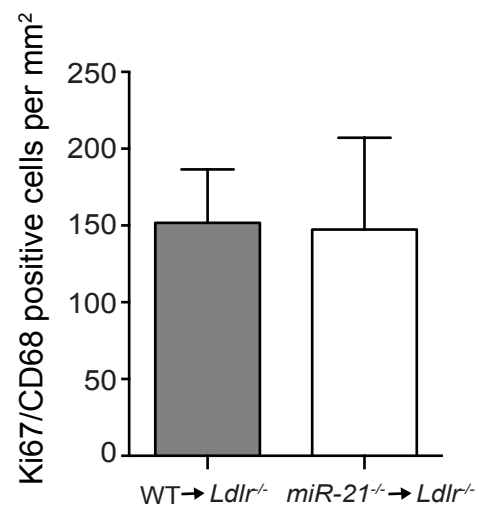

## Appendix Figure S4

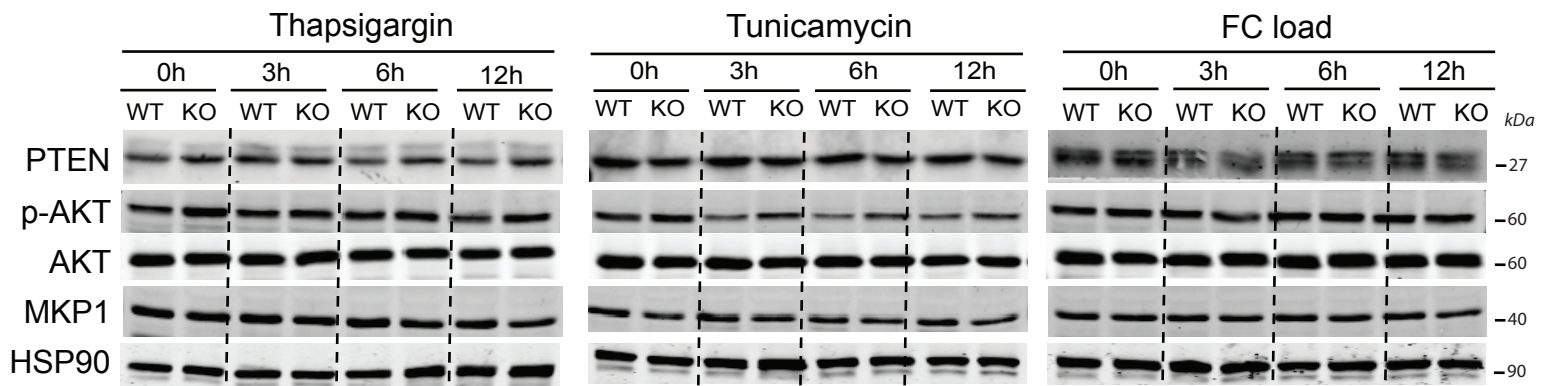

**Supplement:** Supplementary file 1 — Appendix

# Supplementary material for: Macrophage deficiency of miR‐21 promotes apoptosis, plaque necrosis, and vascular inflammation during atherogenesis
**Source:** EMBO Mol Med. 2017 Jul 3;9(9):1244–62. doi: 10.15252/emmm.201607492

# Original Western blots from Figure 5 B

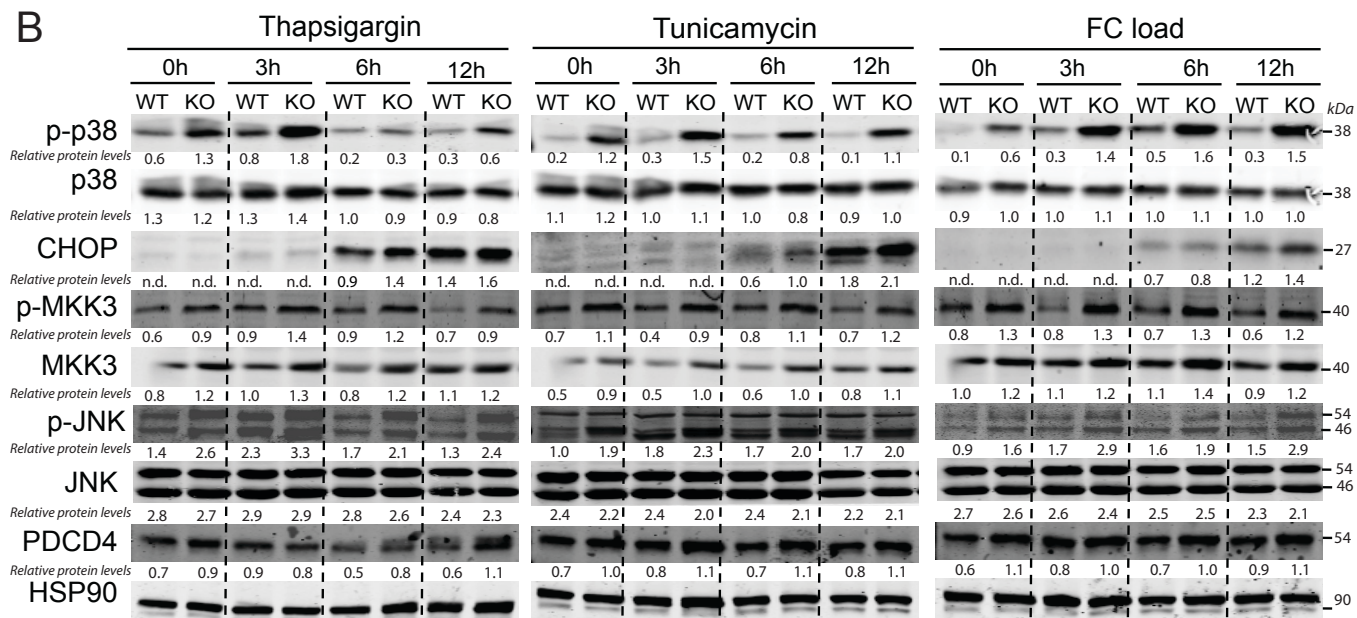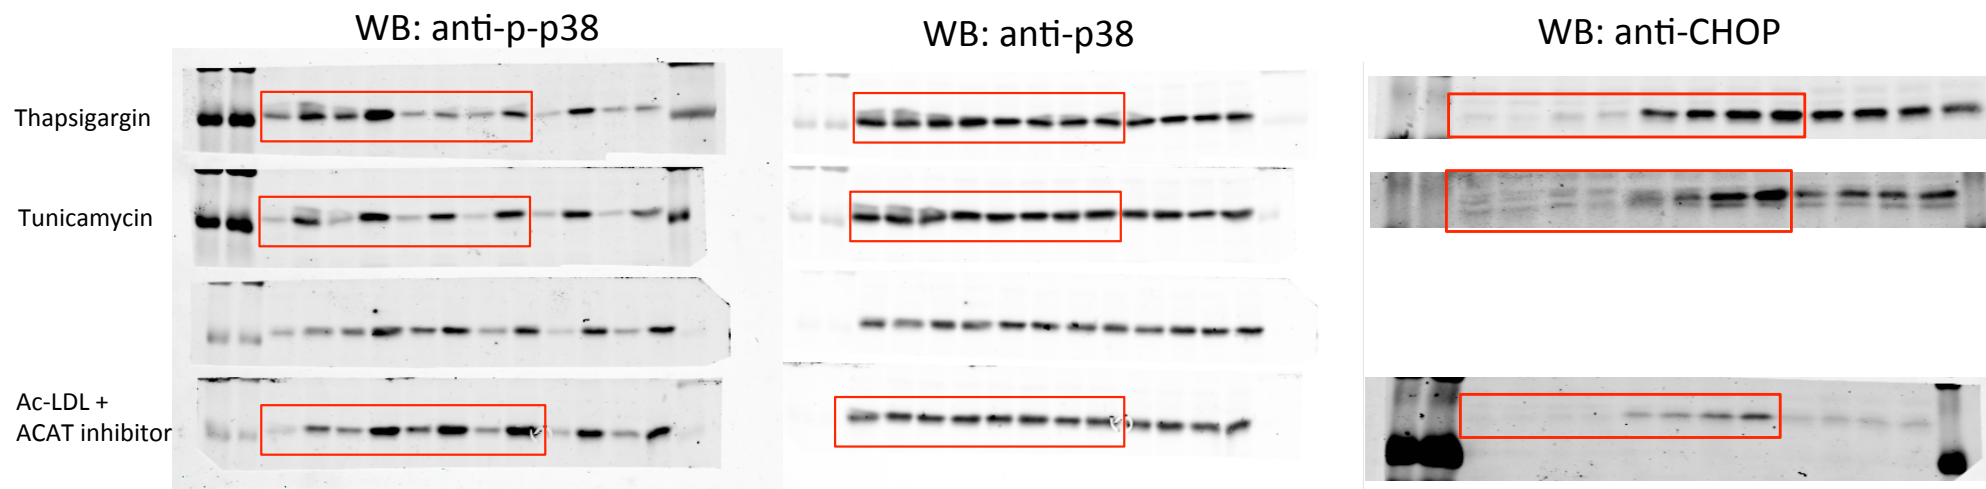

## Original Western blots from Figure 5 B

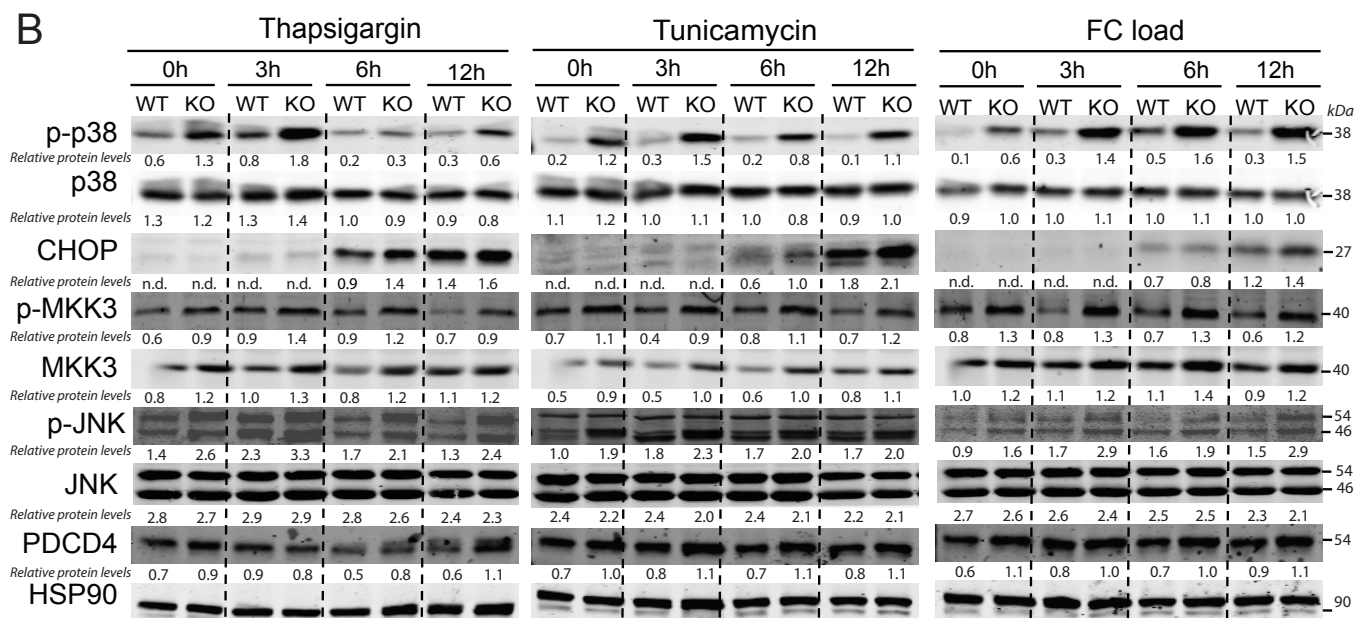

WB: anti-p-MKK3

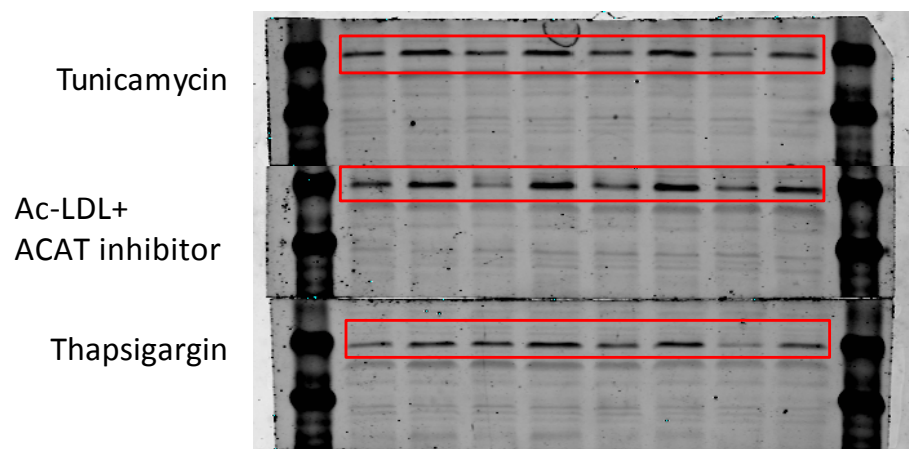

WB: anti-MKK3

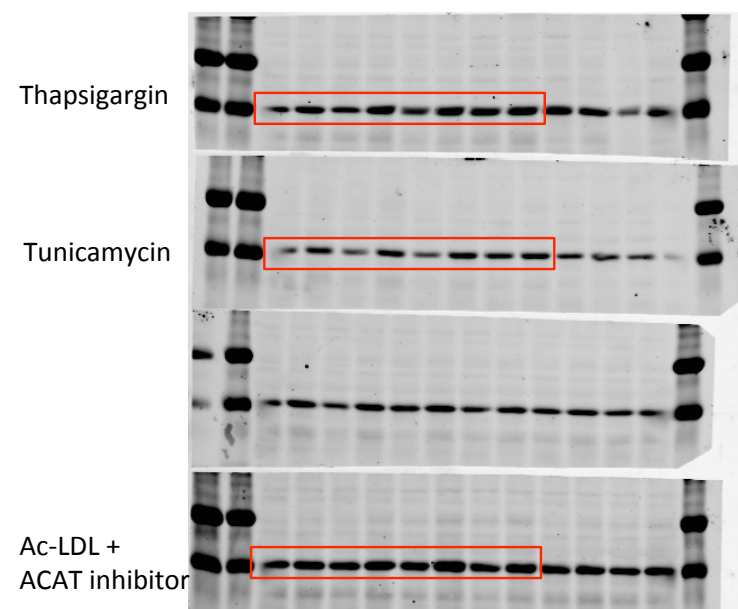

## Original Western blots from Figure 5 B

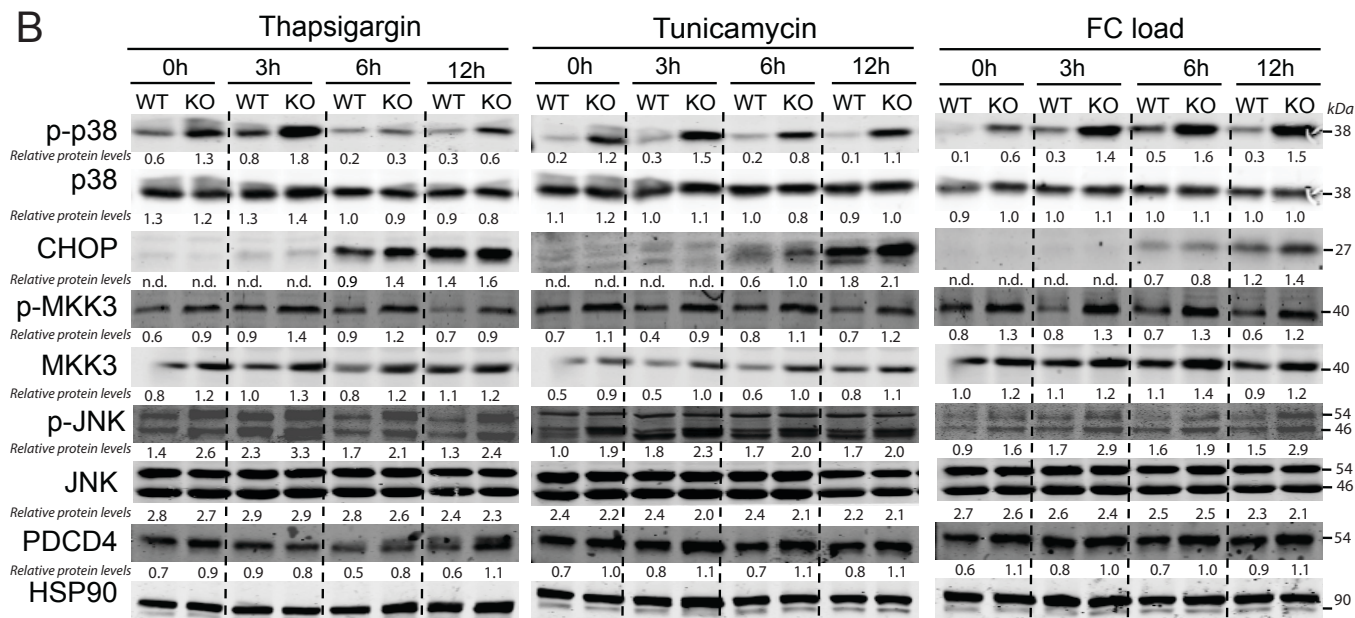

WB: anti-p-JNK

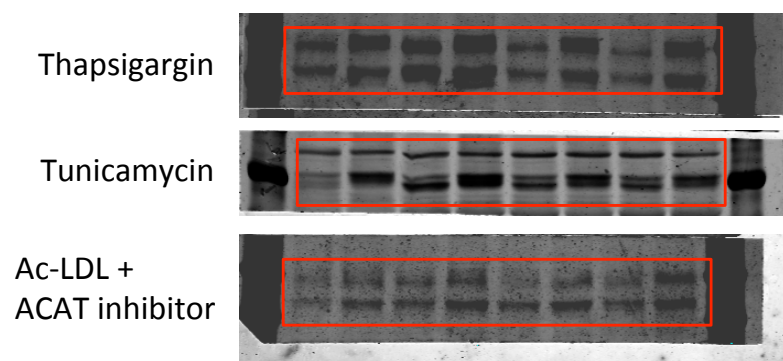

WB: anti-JNK

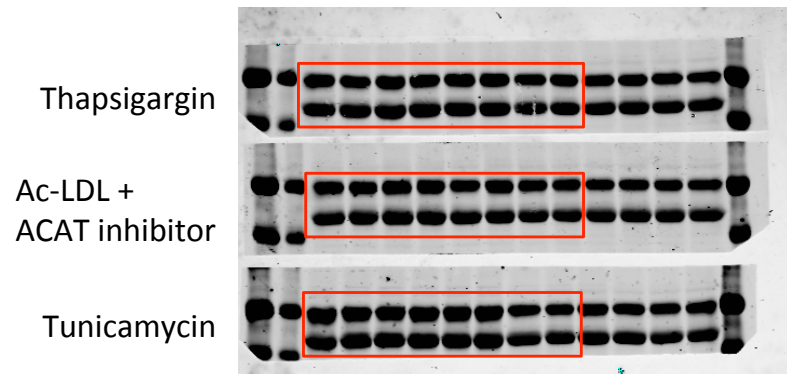

## Original Western blots from Figure 5 B

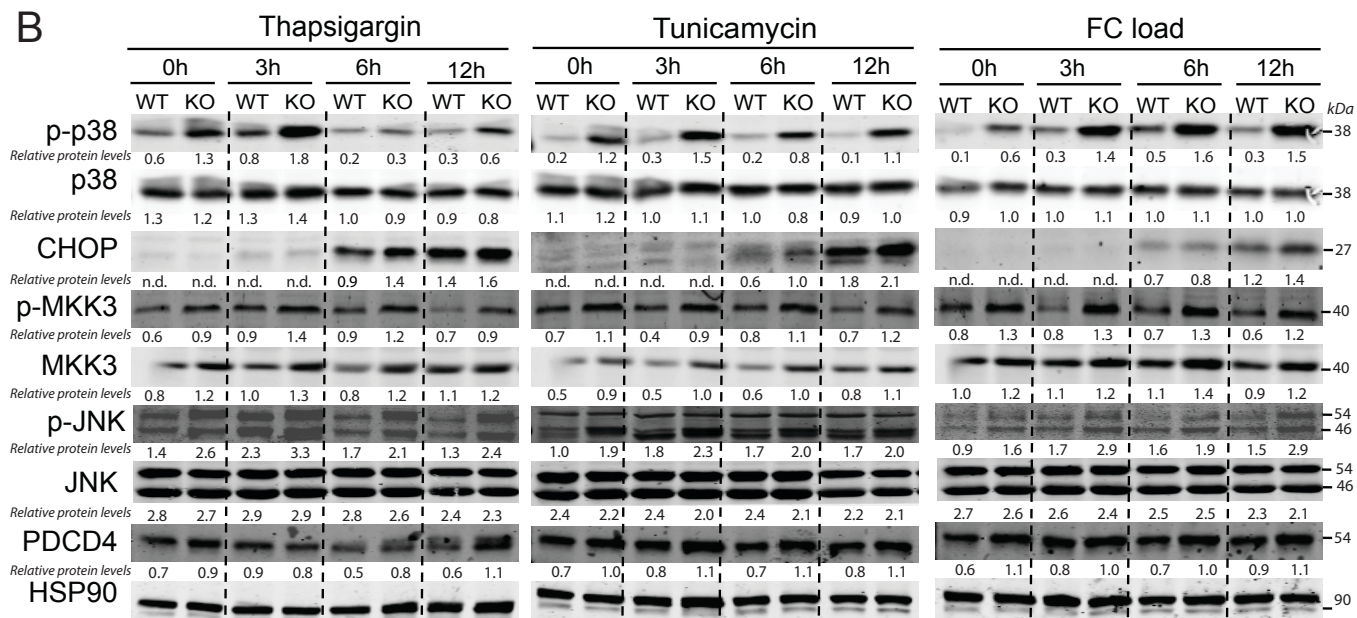

WB: anti-PDCD4

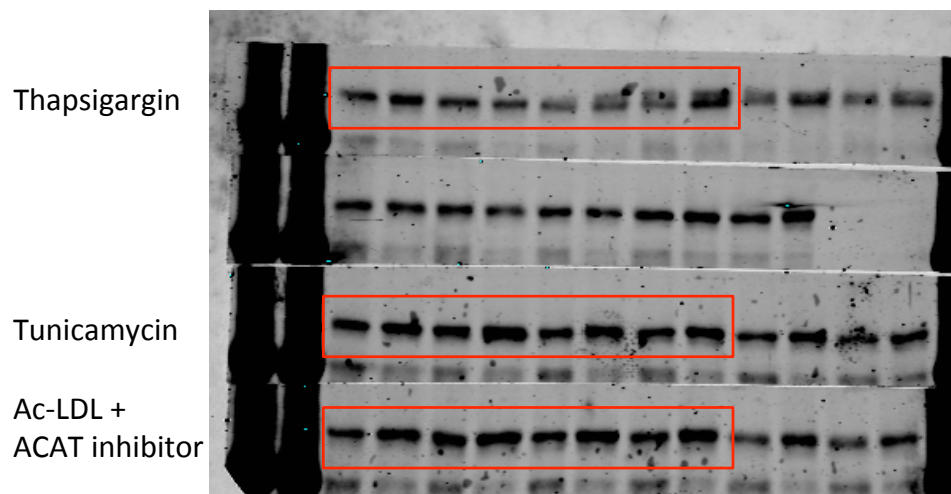

WB: anti-HSP90

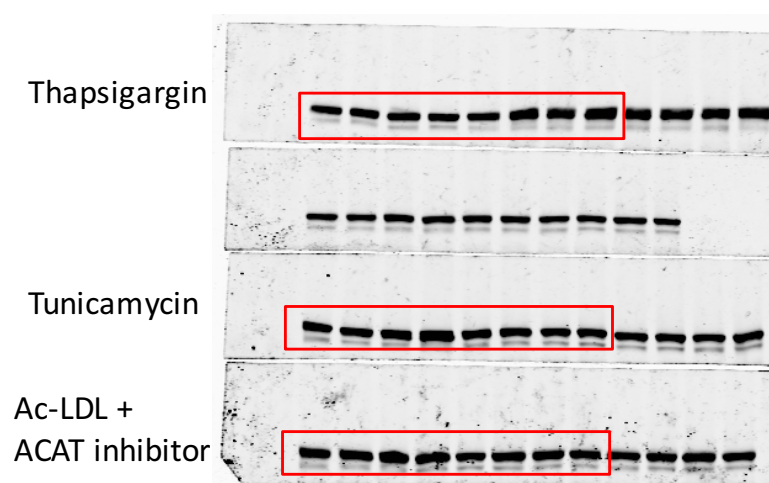

## Original Western blots from Figure 5 C

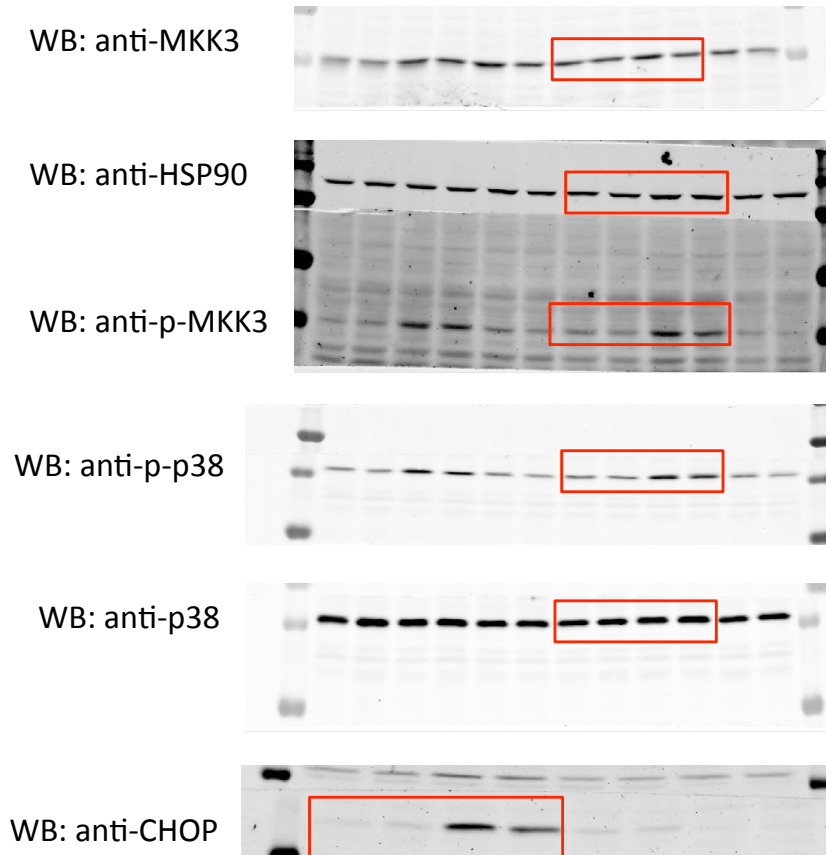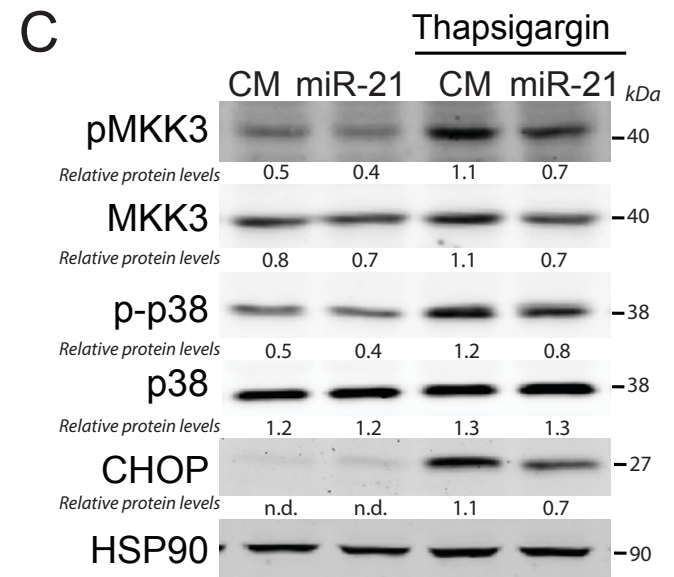

## Original Western blots from Figure 5 D

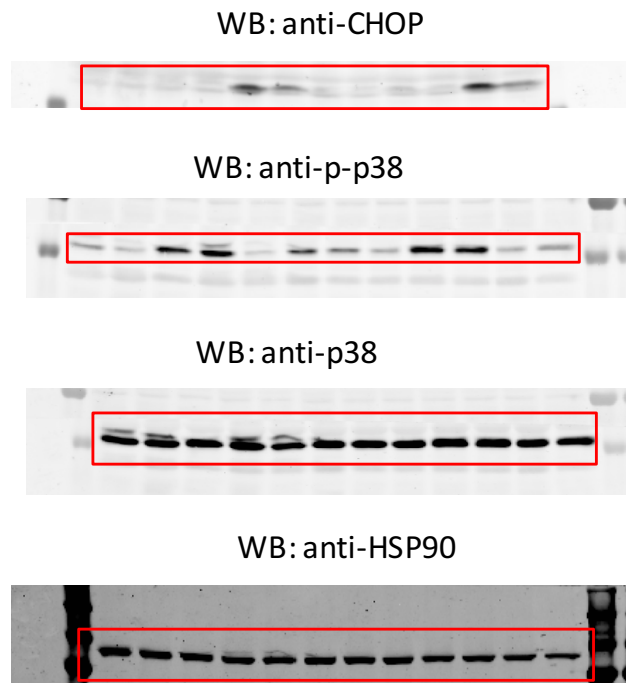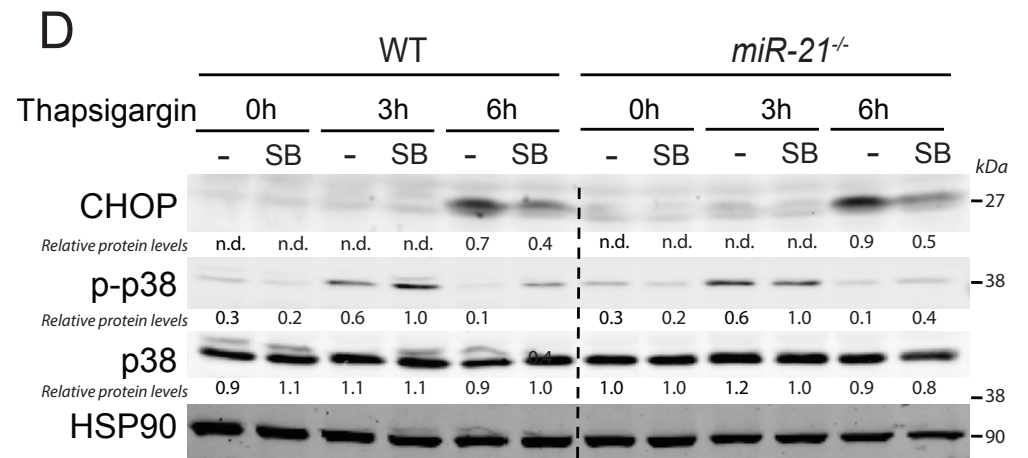

**Supplement:** Supplementary file 5 — Source Data for Figure 5

# Supplementary material for: Macrophage deficiency of miR‐21 promotes apoptosis, plaque necrosis, and vascular inflammation during atherogenesis
**Source:** EMBO Mol Med. 2017 Jul 3;9(9):1244–62. doi: 10.15252/emmm.201607492

## Original Western blots from Figure 6 B

WB: anti-MerTK

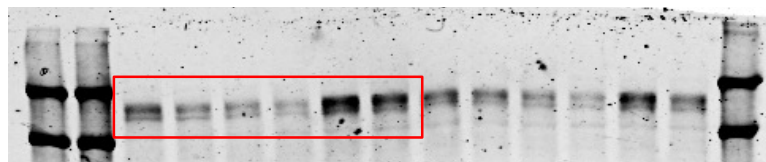

WB: anti-HSP90

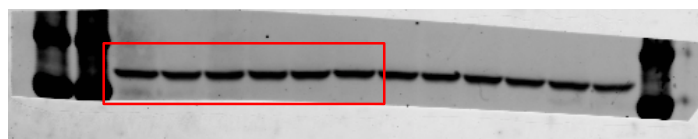

WB: anti-COX2

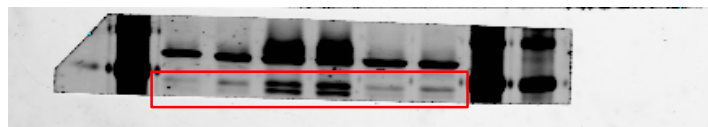

WB: anti-ABCA1

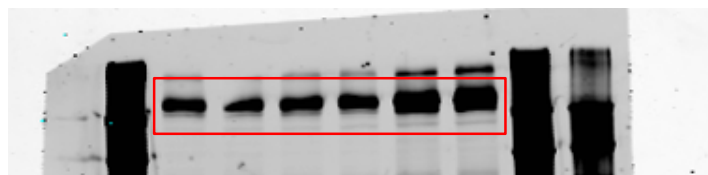

B

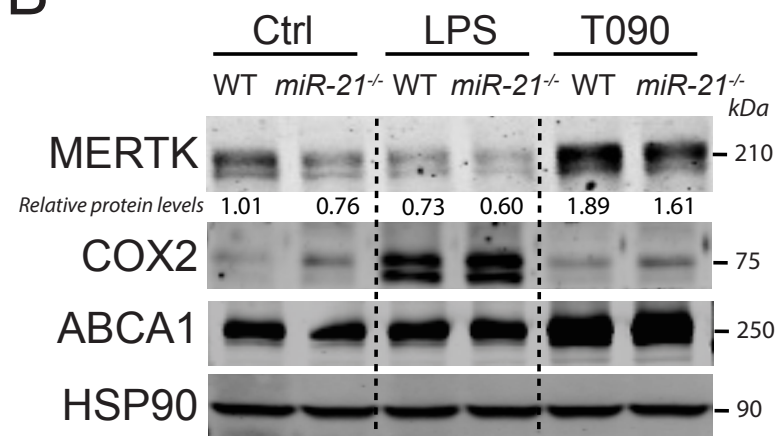

## Original Western blots from Figure 6 D

WB: anti-MerTK

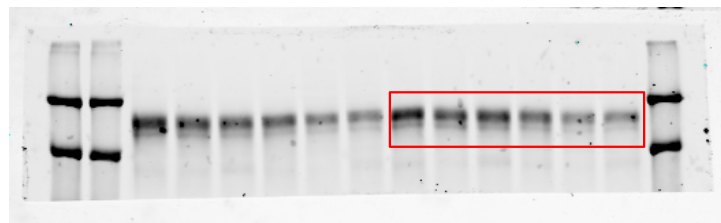

WB: anti-HSP90

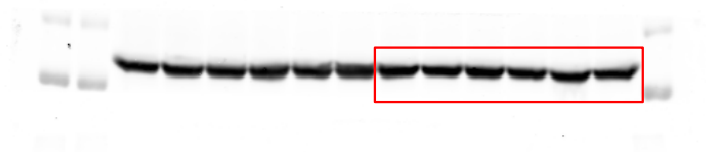

WB: anti-COX2

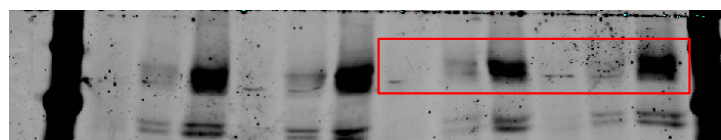

WB: anti-MerTK (soluble fraction)

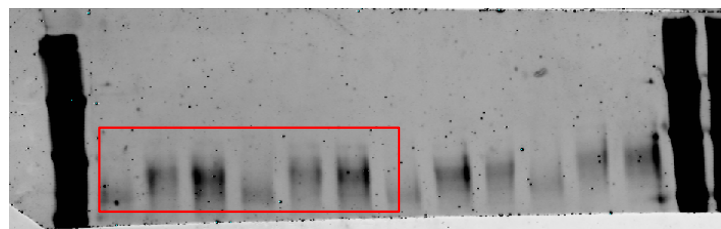

D

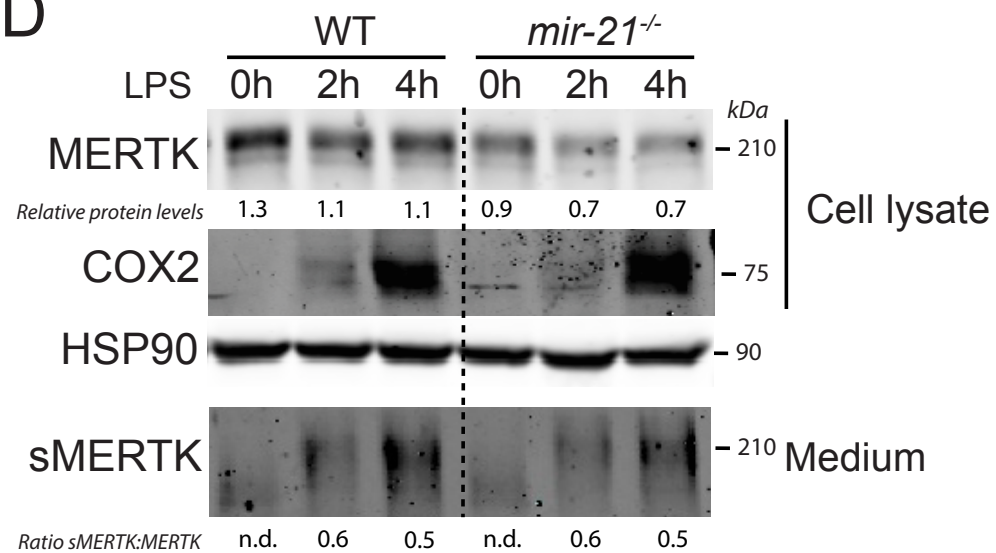

**Supplement:** Supplementary file 6 — Source Data for Figure 6

# Supplementary material for: Macrophage deficiency of miR‐21 promotes apoptosis, plaque necrosis, and vascular inflammation during atherogenesis
**Source:** EMBO Mol Med. 2017 Jul 3;9(9):1244–62. doi: 10.15252/emmm.201607492

## Original Western blots from Figure 7 E

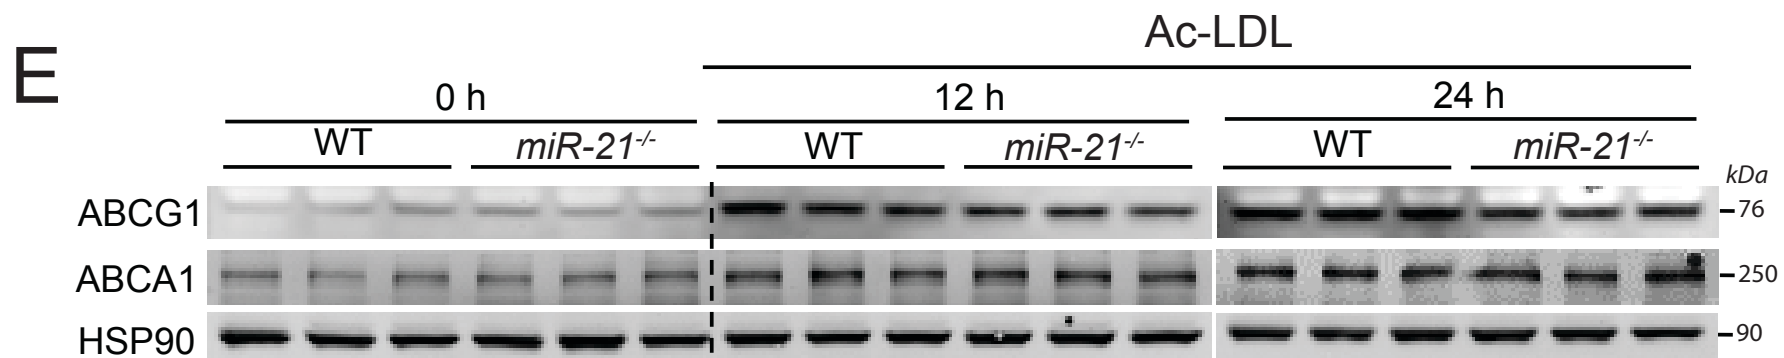

WB: anti-ABCA1

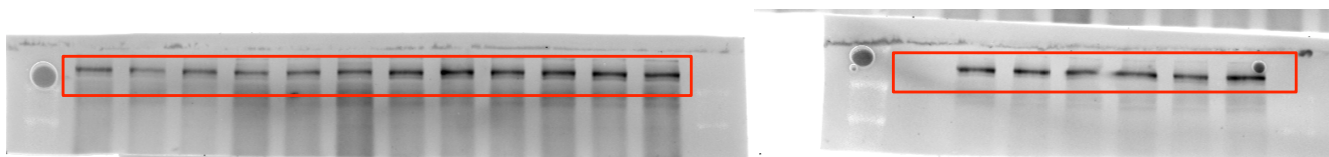

WB: anti-ABCG1

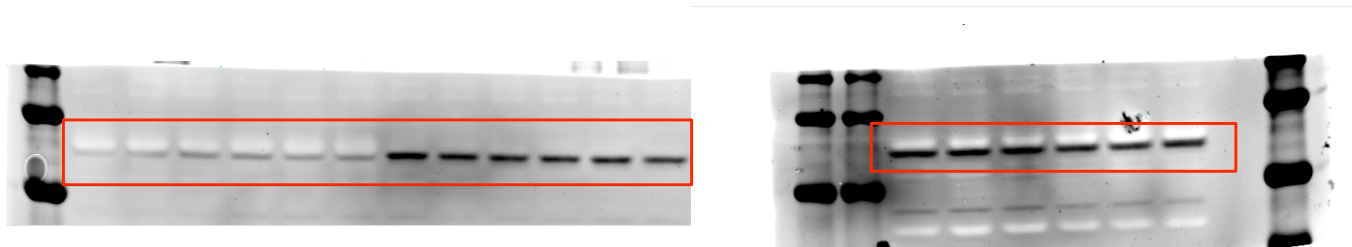

WB: anti-HSP90

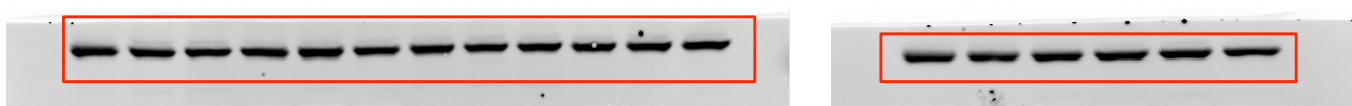

# Original Western blots from Figure 7 F

F

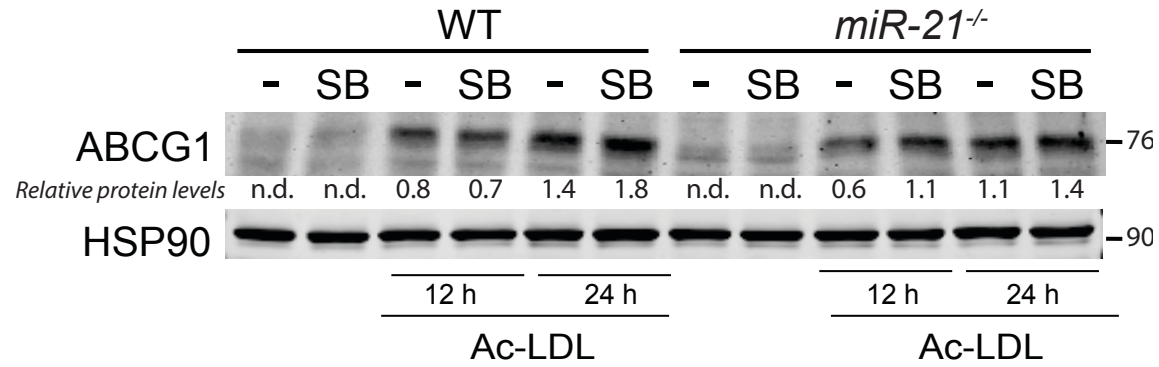

WB: anti-ABCG1

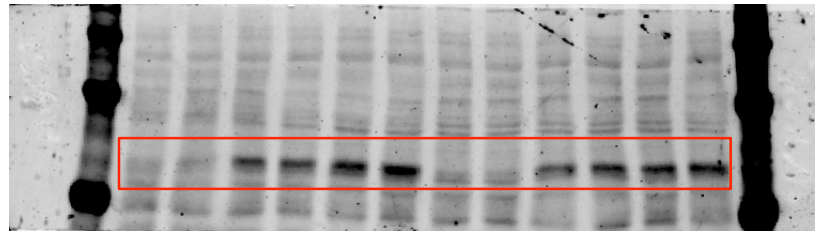

WB: anti-HSP90

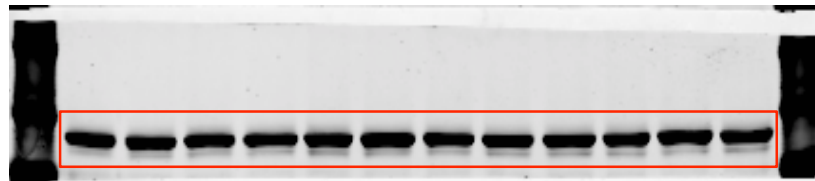

## Original Western blots from Figure 7 G

G

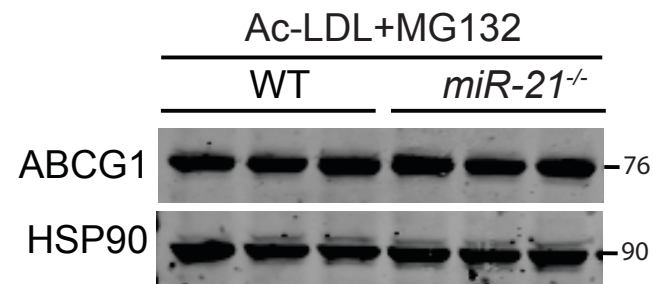

WB: anti-ABCG1

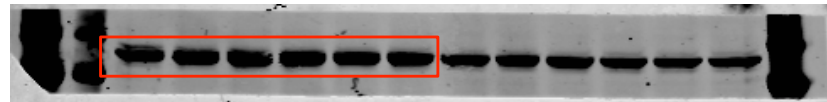

WB: anti-HSP90

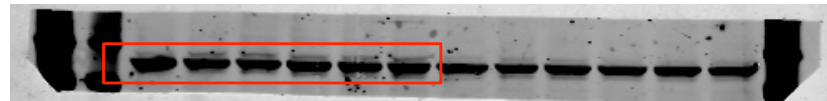

**Supplement:** Supplementary file 7 — Source Data for Figure 7

How the deposited data were processed for this re-analysis (not part of the article)

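Small RNA sequencing of unstimulated BMDMs from WT mice was analysed in 2 libraries, replicates 1 and 2 of a single condition. The legend of Fig 1A gives n = 3, and a further library was not analysed here. The authors prepared libraries with the Illumina small RNA protocol after rRNA depletion, trimmed the reads and mapped them with Bowtie to the mouse stem-loop sequences of miRBase. The authors deposited a table of raw counts, the number of reads per mature miRNA name, with no normalization and with the replicates kept apart. The step from stem-loop alignments to mature names, the mismatches allowed and the handling of reads with several matches are steps of the authors that the counts already include. They can shift counts between related miRNAs. Adapter ligation and PCR in small RNA libraries also favour some sequences over others, so a share of counts is not a share of molecules.

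From these counts, the share of each miRNA was computed as its count divided by the library total, as a percent, and given as the mean and SD of both libraries. This follows the normalization named in the paper's methods. The totals were 7322969 and 8094314. At this depth the 95% Wilson interval of the share of miR-21a-5p in replicate 1 runs from 27.94% to 28.01%, far narrower than the difference between the libraries, so the number of libraries limits the precision. With a single condition there were no groups to compare and no quasi-likelihood test was made. The ratio of miR-21a-5p to the next miRNA was tested within each library by an exact two-sided binomial test. The libraries were compared by a chi-square test over all miRNAs with at least 10 counts summed and by Fisher's exact test per miRNA with Benjamini-Hochberg adjustment at 0.05. The biological coefficient of variation was estimated with edgeR 4.0.16 from an intercept-only design over the 448 miRNAs with at least 10 counts in every library. DESeq2 1.42.0 gave the alternative size factors, in R 4.3.3.

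Both procedures were tested on simulated data. Over 448 miRNAs and 20 simulations each, true coefficients of variation of 0.1, 0.2 and 0.4 were estimated as 0.101, 0.203 and 0.391. Fisher's exact test recovered 72.3% of 195 miRNAs with a simulated 2-fold change and made 0 calls among 575 miRNAs in simulated libraries with no change. The libraries simulated for Fisher's exact test held counting error only and no spread between replicates. Both results therefore do not carry over to the real libraries, which differed beyond counting error.

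The alternatives set before the data were examined were pooled reads, a minimum of 10 counts in every library, TMM and DESeq2 scaling, each library alone, both arms of miR-21a summed, families with the same name root summed, other count minimums, thinning to equal totals, and totals without miR-21a-5p. Those chosen after seeing the data were the share without the abundant miRNAs that Fig 1A does not name, the share without miR-22-3p, equal counts counted once, and, for the correlation of both arms, equal counts entered once or their families left out. The miRNAs named in the text were chosen by a rule set before the data were examined: both arms of miR-21a, the 9 of Fig 1A, the 10 with the highest mean share, the 3 with the largest log2 ratio between the libraries in each direction among those with at least 1000 counts summed, and the members of 6 genomic clusters and 8 lists of cell type markers. Outside that rule, miR-30e-5p, miR-378a-3p, miR-21b, miR-21c, miR-146a-3p, miR-146b-5p, miR-147-3p, miR-132-3p, miR-467a, miR-467d, miR-669a and miR-669o were named after their values were seen. Hairpin positions and sequences were taken from the GENCODE annotation of GRCm38, and mature sequences were not used here.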

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

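The tests in this part were chosen only after the values were seen. The paper does not discuss 7 miRNAs that held a higher mean share than miR-181a-5p, the last miRNA named in Fig 1A, and all 7 lay far above the limit that a count of 0 allows. Their mean shares were 17.2% for miR-22-3p, 3.31% for miR-142a-5p, 3.16% for miR-30d-5p, 2.26% for miR-191-5p, 1.46% for miR-30e-5p, 1.34% for miR-378a-3p and 1.13% for miR-99b-5p. Together they held 29.9% of the counts.

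The tables argue against several technical explanations. Reads of an identical copy counted under another name would leave another name with equal counts, and for these 7 miRNAs the number of such names was 0. This leaves open reads shared in part by related sequences, such as miR-30d-5p and miR-30e-5p. A signal of 1 library is argued against for the 6 miRNAs other than miR-99b-5p, because the number of them below miR-181a-5p in either library was 0. For miR-99b-5p the place depended on replicate 2, since it ranked 19 in replicate 1, below miR-181a-5p at rank 15, and 14 in replicate 2. A further library, which the paper's n = 3 implies and which was not analysed here, could not by itself have moved miR-22-3p below the 9 miRNAs of Fig 1A. Even with miR-22-3p at 0 in that library, the shares it would need for the 9 to reach the mean of miR-22-3p sum to 228.7%, more than a whole library.

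Sequence-dependent ligation or amplification of these miRNAs was not tested and stays open, as do the authors' choices in assigning reads. The design holds a single condition, so no biological explanation was tested.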

How the results depend on the processing

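miR-21a-5p ranked 1 with pooled reads, the minimum of 10 counts, TMM or DESeq2 scaling, each library alone and families summed by name root. Its share lay between 25.7% and 28.0% with pooled reads, the minimum of 10 counts, either scaling and each library alone. With both arms of miR-21a summed it was 27.1%. Among those chosen after seeing the data, leaving out the 7 abundant miRNAs that Fig 1A does not name raised the share to 38.3% and leaving out miR-22-3p alone raised it to 32.4%, by construction, because the total shrinks. Counting equal counts once gave 26.9%. The ratio of miR-21a-5p to miR-22-3p lay between 1.53 and 1.58 with pooled reads, the minimum of 10 counts, either scaling, each library alone and families summed, and apart from families summed, 5 of the 9 highest miRNAs were among those of Fig 1A in each of these settings. The settings that leave miR-22-3p out were run only for the share. Some of these settings had no power to change the result. A scaling factor cancels in a ratio or a rank within a library, and with 2 libraries, neither leaving 1 out nor pooling the reads can move a mean share by 1 SD. The DESeq2 size factors were both 1, because the median ratio fell among the 65 names with equal counts in both libraries, between 360 names with a lower and 351 with a higher count in replicate 2.

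The number of miRNAs detected fell from 776 to 448 with at least 10 counts required in every library, because the criterion is stricter. It was 605 with at least 3 counts and 768 after thinning to equal totals. The biological coefficient of variation of 0.241 was 0.253 without the filter and 0.255 without TMM normalization, beyond the SD of 0.00979 over 100 simulations, and the cause was not tested. The number of miRNAs that differed between the libraries ranged from 224 to 262 over the alternatives, against 260 of 588. The fraction called varied more, because the number tested changed with the count minimum. It was 224 of 326 with at least 100 counts summed and 247 of 1013 without a filter. The number holding 90% of the counts ranged from 34 to 42, against 35. For 15 other abundant miRNAs, 45 of 45 shares under filtering or another scaling moved by less than 1 SD. These settings had little power to move a mean share. The scalings shift the libraries in opposite directions, with TMM factors of 1.05 and 0.956. The filter removed few counts and took the share of miR-21a-5p only from 26.84% to 26.85%. No paired analysis was possible because all samples belong to a single condition. Depth limits miRNAs near the floor of 3 counts, where presence in a single library says little, and 237 names had counts in a single library, none above 7.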

Differences from the paper's values

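The paper's text gives 42% of total raw reads for miR-21. The share computed here is of counts assigned to miRNA names, as in the paper's methods, so the stated totals differ. A total that also held unassigned reads could only lower the share. The share of miR-21a-5p in the 2 libraries was 26.8% ± 1.60 (SD, n = 2), and none of the alternatives set before the data were examined closed the gap: the nearest was replicate 1 alone with 28.0%. Of 3 settings chosen after seeing the values, 2 came within 1.5 times of the paper's value, with 38.3% without the 7 abundant miRNAs that Fig 1A does not name and 32.4% without miR-22-3p. Neither is a step that the paper's methods describe.

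Fig 1A presents its 9 miRNAs as the most abundant. Of the 9 miRNAs with the highest mean share in these libraries, 5 are among them, and the last of the figure, miR-181a-5p, ranked 16. miR-22-3p, which Fig 1A does not name, ranked 2 in both libraries with a mean share of 17.2%. Fig 1A lists miR-10a-5p ahead of miR-146a-5p, whereas the mean shares were 3.04% and 4.36%. Among the 9 of the figure, replicate 1 gave the order of the figure.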

Other observations

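The ratios of miR-27b-3p to miR-23b-3p and miR-24-3p were set before the data were examined, as were the members of the clusters and marker lists. The other tests in this part were chosen only after the values were seen. On the share of miR-21a-5p, a further library would need a share of 72.3% to bring the mean of 3 libraries to the paper's 42%. That library was not analysed here, so the explanation cannot be told apart from others. Repeated counting of identical names is argued against, since counting equal counts once gave 26.9%.

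miR-27b-3p exceeded miR-23b-3p, which is made from the same cluster, 22.0-fold ± 2.63 (SD, n = 2), and exceeded miR-24-3p 20.4-fold. miR-24-3p also comes from the other cluster. In that cluster miR-27a-3p exceeded miR-23a-3p 1.39-fold. The first ratio divided by this one was 15.9. Capture of miR-27 over miR-23 during library preparation remains a possible explanation, because the hairpins of miR-27a and miR-27b share a sequence of 20 bases, TGTTCACAGTGGCTAAGTTC, and reads of one could have been counted under the other. The ratios of the miR-27 copies go in the direction of such exchange. miR-27b exceeded miR-27a 14.6-fold in the 3p arms but 1.58-fold in the 5p arms. miR-23b-3p was 0.918 of miR-23a-3p, but the hairpins of miR-23a and miR-23b also share a sequence of 20 bases. Reads of that pair could have been exchanged too, so the ratio of 0.918 does not decide the question. Exchange thus stays open as a source of the 22.0-fold excess and of the ratio of 15.9, but it cannot be told apart from a different use of the arms in both hairpins. It does not account for the excess of miR-27 summed over both clusters, where miR-27 exceeded miR-23 11.3-fold (10.3 and 12.2 in replicates 1 and 2). No biological explanation was tested.

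miR-146a-5p was 2.16-fold higher in replicate 2. It was the 1 miRNA beyond 2-fold among the 14 with a mean count of at least 100000, and 0 of the 43 with a mean count from 10000 to 100000 were beyond 2-fold. Such differences were more frequent at low counts, where 17 miRNAs at a mean count from 10 to 100 and 13 from 100 to 1000 were beyond 2-fold. Library size is argued against, since the lower log2 ratio under TMM and DESeq2 scaling was 1.24, above the SD of 0.55 of all miRNAs. A shared inflammatory state remains open. Over 5 miRNAs taken as stimulus-induced, chosen after seeing values (miR-155-5p, miR-147-3p, miR-132-3p, miR-21a-5p and miR-146b-5p), the median log2 ratio was -0.18, at the 35.4 percentile of 10000 matched random lists. Of the 5, 4 were lower in replicate 2 with library totals and 3 with TMM. With library totals the log2 ratios of the 5 ran from -1.16 for miR-155-5p to 0.62 for miR-146b-5p. The log2 ratio of the 5p arm of miR-146a exceeded that of the 3p arm by 1.02, more than the counting error of 0.18 of the 3p ratio. The SD of such arm differences over 89 hairpins was 0.48, and 2 hairpins, miR-146a included, had a difference at least as large. Whether the whole hairpin rose cannot be told apart from a change of 1 arm, because miR-146a was examined for the high ratio of its 5p arm, which favours a wide arm difference.

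Across 89 hairpins with at least 100 counts summed for each arm, the log2 ratios of the 5p and 3p arms between the libraries correlated with a Pearson r of 0.375 (permutation p = 0.00028, adjusted p = 0.0025) and a Spearman rho of 0.334 (permutation p = 0.0015, adjusted p = 0.0034). Without the 2 hairpins farthest from the median r was 0.362. These 89 hairpins count as separate entries miR-467a and miR-467d, which hold the same 3p counts, and likewise miR-669a and miR-669o. In settings chosen after seeing the data, r was 0.335 over 87 hairpins with these counts entered once (permutation p = 0.0014, adjusted p = 0.0034), and 0.254 over 84 hairpins without the families that hold names with equal counts, let-7 kept (permutation p = 0.02, adjusted p = 0.0225), where the Spearman rho was 0.241 (permutation p = 0.028, adjusted p = 0.028). Part of the relation thus rested on these families. It is a correlation across hairpins, which are not independent replicates, and 9 relations were computed. These 9 were variants of the same relation over overlapping sets of hairpins. Their adjustment therefore changed the weaker p-values little and does not correct for choosing the relation after seeing the data. Noise independent for each mature miRNA is argued against as the whole of the difference between the libraries, as far as hairpins can be treated as separate. A linear fit on the GC content of the hairpin left r at 0.255 over the 84 hairpins (permutation p = 0.018, adjusted p = 0.0225). This argues against a linear effect of the GC content of the hairpin as the cause. The GC content of the mature arms was not examined. A candidate explanation is that part of the difference lies in the amount of hairpin in each culture. A batch effect shared by both arms stays open.

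The lists of markers gave the following sums, as the mean of both libraries in RpM. The hematopoietic list summed to 86926, and its highest member, miR-146a-5p, is also named in Fig 1A. Lists of other cell types summed to 1.49 for erythroid cells, 0.371 for skeletal and heart muscle, 0 for liver, 329.4 for neurons, 192.5 for fibroblasts and smooth muscle, 54.4 for endothelium and 158.7 for epithelium. The muscle sum came from miR-133a-3p alone, with 0 counts in replicate 1 and 6 in replicate 2. miR-143-3p and miR-145a-5p are members of the fibroblast list and also form a cluster of their own. The sum of the neuron list came almost wholly from miR-128-3p (327.9). The 6 clusters had a fold between their highest and lowest member of 21.9 for the cluster of miR-27b, 1.40 for that of miR-27a, 38.9 for that of miR-17, 1.41 for miR-221 and miR-222, 18.6 for that of miR-99b and 101.5 for miR-143 and miR-145a. The last fold is imprecise, because miR-145a-5p held only 12 counts in replicate 1 and 11 in replicate 2.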
